# Zfp335 establishes eTreg lineage and neonatal immune tolerance by targeting Hadha-mediated fatty acid oxidation

**DOI:** 10.1172/JCI166628

**Published:** 2023-10-16

**Authors:** Xin Wang, Lina Sun, Biao Yang, Wenhua Li, Cangang Zhang, Xiaofeng Yang, Yae Sun, Xiaonan Shen, Yang Gao, Bomiao Ju, Yafeng Gao, Dan Liu, Jiapeng Song, Xiaoxuan Jia, Yanhong Su, Anjun Jiao, Haiyan Liu, Lianjun Zhang, Lan He, Lei Lei, WanJun Chen, Baojun Zhang

**Keywords:** Autoimmunity, Immunology, Adaptive immunity, Autoimmune diseases, T cells

## Abstract

Regulatory T cells (Tregs) are instrumental in maintaining immune tolerance and preventing destructive autoimmunity, but how heterogeneous Treg populations are established remains largely unknown. Here, we show that *Zfp335* deletion in Tregs failed to differentiate into effector Tregs (eTregs) and lose Treg-suppressive function and that KO mice exhibited early-onset lethal autoimmune inflammation with unrestricted activation of conventional T cells. Single-cell RNA-Seq analyses revealed that Zfp335-deficient Tregs lacked a eTreg population and showed dramatic accumulation of a dysfunctional Treg subset. Mechanistically, Zfp335-deficient Tregs displayed reduced oxidative phosphorylation and dysfunctional mitochondrial activity. Further studies revealed that Zfp335 controlled eTreg differentiation by regulating fatty acid oxidation (FAO) through direct targeting of the FAO enzyme Hadha. Importantly, we demonstrate a positive correlation between ZNF335 and HADHA expression in human eTregs. Our findings reveal that Zfp335 controls FAO-driven eTreg differentiation to establish immune tolerance.

## Introduction

Regulatory T cells (Tregs) expressing forkhead box P3 (Foxp3) play a key role in the establishment and maintenance of peripheral immune tolerance through the prevention and suppression of autoimmunity (1). Defects in the number and function of Tregs lead to autoreactive T cell– and B cell–triggered responses (2–4). The inflammatory environment may cause Tregs to convert into pathogenic ex-Tregs characterized by the production of inflammatory cytokines including IFN-γ, IL-4, or IL-17 (5, 6). Consequently, this uncontrolled inflammation in multiple vital organs causes destructive and even fatal autoimmune diseases.

Natural Tregs are generated in the thymus (tTregs) and migrate into peripheral lymphoid organs and nonlymphoid tissues. After their homeostasis in the periphery, Tregs differentiate into heterogeneous populations including resting Tregs (rTregs) and activated effector Tregs (eTregs) (7–9). rTregs exhibit more quiescent features, as they express the naive T cell markers CD62L and CCR7, whereas eTregs highly express activated T cell markers (CD44, ICOS, KLRG1) (10) and inhibitory molecules (CTLA-4, GITR, IKZF4) and/or secrete higher levels of suppressive cytokines (TGF-β, IL-10, IL-35) (11, 12). Although a number of studies showed that severe loss of bulk Tregs results in a robust autoreactive immune response, there is increasing evidence suggesting a strong association between decreased numbers of eTregs and the occurrence of autoimmune diseases (13–17). Therefore, eTregs may serve as direct executors that exert regulatory functions to maintain immune homeostasis. Yet, it remains unclear how heterogeneous Treg populations are differentiated and controlled during their establishment and maintenance of immune tolerance.

Continuous TCR and IL-2 signaling has been demonstrated to be required for eTreg differentiation and function (8, 18–20). However, the differentiation of resting T cells into effector T cells requires, fundamentally, the metabolic support of sufficient energy production (21–23). For example, activation of PI3K/AKT/mTOR signaling enhances glycolytic metabolism and inhibits Foxp3 expression, which plays negative roles in the differentiation, survival, and function of Tregs (22, 24–29). However, following Treg activation, mTOR signaling is upregulated, which in turn induces lipid synthesis, mevalonate metabolism, and mitochondrial function and regulates eTreg homeostasis and function (25, 30–33). Accumulated evidence suggests that eTreg generation relies more on oxidative phosphorylation (OXPHOS) relative to glycolysis (31, 34). For example, liver kinase B1 (LKB1), a bioenergetic sensor, regulates OXPHOS-dependent metabolism to ensure the survival and functional fitness of Tregs (35, 36). Thus, metabolism may be a key determinant of the quiescence exit and effector specification of Tregs, and the molecular pathways controlling metabolic programs in this context remain unclear.

Zinc finger protein 335 (Zfp335), also known as the nuclear hormone receptor coregulator (NRC) interacting factor 1 (NIF-1) in humans, consists of a 13 C2H2 zinc finger–repeating structure consisting of 1,337 amino acids (37). The C2H2-ZF family plays important roles in the regulation of immune cell development, differentiation, and effector function (38–42). Zfp335 regulates gene transcription by interacting with H3K4 methyltransferase complexes and coactivators or by directly binding to gene promoters (37, 43–45). Germline knockout of *Zfp335* is embryonically lethal, whereas the *Zfp335bloto* allele, a missense mutation derived from *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis, leads to a significant reduction in the number of peripheral T cells due to defects in the maturation and migration of thymocytes (46). Our previous studies also demonstrate a severe block at the double-negative (DN) stage of thymocyte development upon LckCre-induced Zfp335 deletion (47). Zfp335 is also involved in memory CD8^+^ T cell differentiation by its direct regulation of transcription factor 7 (TCF7) expression (47). Clearly, Zfp335 plays critical roles in multiple aspects of T cell biology, yet the role of Zfp335 in Tregs remains unknown.

Here, we show that Treg-specific deletion of Zfp335 caused uncontrolled systemic autoimmunity with multiorgan inflammation, leading to early death of mice. Zfp335 deficiency resulted in impaired Treg-immunosuppressive function, together with a profound reduction of Tregs in the inflammatory environment. Strikingly, comprehensive single-cell transcriptomics analysis revealed that Zfp335 deficiency led to a loss of eTregs with accumulation of a dysfunctional Treg (dysTreg) subpopulation. Mechanistically, Zfp335 regulates fatty acid oxidation (FAO) by direct targeting of the FAO enzyme Hadha, which in turn controls eTreg lineage differentiation. Therefore, our data uncover the essential role of Zfp335 in controlling FAO-driven eTreg lineage commitment and establishing neonatal immune tolerance.

## Results

### Zfp335 in Tregs is indispensable for establishing neonatal immune tolerance.

To determine whether *Zfp335* plays a role in Tregs, we first assessed ZFP335 expression in conventional T cells (Tcons) and Tregs. Flow cytometric analysis showed that Tregs had increased ZFP335 expression compared with Tcons (Figure 1, A and B). ZFP335 expression levels were further increased in Tregs upon stimulation with anti-CD3 and anti-CD28 Abs, together with IL-2 (Figure 1, A and B), whereas no change was observed in Tcons after T cell receptor (TCR) and IL-2 stimulation (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI166628DS1). The results suggest that *Zfp335* might be important for Treg lineage differentiation and/or suppressive function.

To address this, we crossed *Zfp335*-floxed mice with *Foxp3^Cre^* mice (48) to generate mice with Treg-specific deletion of Zfp335 (designated *Foxp3^Cre^* *Zfp335^fl/fl^* mice, also referred to herein as KO mice) (Supplemental Figure 2A). With Zfp335 deficiency in Tregs (Supplemental Figure 2B), *Foxp3^Cre^* *Zfp335^fl/fl^* mice had a markedly smaller body size in their early life (Figure 1C), and most of them died within approximately 3–4 weeks (Figure 1D). We detected markedly elevated amounts of anti-dsDNA Abs in the serum of *Foxp3^Cre^* *Zfp335^fl/fl^* mice (Figure 1E), indicating an occurrence of autoimmunity. Histopathologic analysis revealed that, compared with *Foxp3^Cre^* mice (designated as WT mice), *Foxp3^Cre^* *Zfp335^fl/fl^* mice spontaneously developed multiorgan immunopathology with disrupted tissue structure, subcutaneous hyperplasia, and massive inflammatory infiltrates (Figure 1F and Supplemental Figure 3). We also observed enlarged spleens and peripheral lymph nodes (LNs) in *Foxp3^Cre^* *Zfp335^fl/fl^* mice (Figure 1G). The frequencies of CD8^+^ T cells were significantly increased in the spleen, peripheral LNs, and mesenteric LNs (mLNs) in *Foxp3^Cre^* *Zfp335^fl/fl^* mice, whereas CD4^+^ T cells were only significantly increased in the spleen (Figure 1H and Supplemental Figure 4, A–C). In contrast, the thymus size of *Foxp3^Cre^* *Zfp335^fl/fl^* mice was markedly reduced, accompanied by severe impairment of both thymic cortical and medullary compartments (Supplemental Figure 4D). The cell numbers of double-positive (DP) thymocytes and CD4^+^ and CD8^+^ single-positive T cells were also significantly decreased in *Foxp3^Cre^* *Zfp335^fl/fl^* mice (Supplemental Figure 4, E–G), which was most likely caused by overwhelming systemic inflammation (49).

We next assessed the activation status of peripheral T cells in 3-week-old mice. Compared with WT mice, *Foxp3^Cre^* *Zfp335^fl/fl^* mice showed significantly higher frequencies of CD44^+^CD62L^–^ activated or memory-like CD4^+^ and CD8^+^ T cells in the spleen (Figure 1I), LNs, and mLNs (Supplemental Figure 5, A–F). Moreover, both CD4^+^ and CD8^+^ T cells from *Foxp3^Cre^* *Zfp335^fl/fl^* mice produced large amounts of IFN-γ, while IL-17 expression was hardly detectable, as expected (50, 51) (Figure 1, J and K, and Supplemental Figure 5, G–L). Follicular helper CD4^+^ T (Tfh) cells expressing programmed cell death 1 (PD-1) and CXCR5 are specialized effector T cells that promote B cell functions and effective humoral responses (52, 53). We noticed that both the frequencies and absolute numbers of Tfh cells in the spleen and LNs were significantly increased in *Foxp3^Cre^* *Zfp335^fl/fl^* mice (Figure 1, L and M, and Supplemental Figure 6, A and B), with a corresponding expansion of germinal center (GC) B cells denoted by the expression of the GC signature markers GL7 and Fas (also known as CD95) (Figure 1, N and O, and Supplemental Figure 6, C and D). Additionally, Ly6C^+^ myeloid cells, a population of pathogenic cells produced during inflammation (54), were also elevated in the spleen and LNs (Supplemental Figure 7). Taken together, Zfp335 in Tregs were essential in establishing neonatal immune tolerance and preventing the development of autoimmune disease.

### Deletion of Zfp335 causes loss of Treg identity along with progression of inflammation.

Since there was an obvious syndrome of autoimmunity in the *Foxp3^Cre^* *Zfp335^fl/fl^* mice, we next investigated the direct effects of Zfp335 deficiency on Treg identity and population size. The percentages and numbers of Tregs (CD25^+^Foxp3^+^) in the thymus and spleen were comparable between 1-week-old *Foxp3^Cre^* *Zfp335^fl/fl^* mice and WT mice (Figure 2, A and B), suggesting that Zfp335 deletion had no effect on Treg development. However, compared with WT counterparts, the frequency and number of Tregs (CD25^+^Foxp3^+^) from 3-week-old *Foxp3^Cre^* *Zfp335^fl/fl^* mice were significantly decreased in the spleen (Figure 2, C and D). The absolute number of Tregs in the thymus was also significantly reduced, although the frequency was increased compared with WT tTregs, which was due to the decrease in DP thymocytes (Figure 2, C and D, and Supplemental Figure 4, D–G). The results were also confirmed by CD25 expression and the yellow fluorescent protein (YFP) marker (Supplemental Figure 8, A–F).

To better understand Treg properties in *Foxp3^Cre^* *Zfp335^fl/fl^* mice, we sorted Tregs from 2-week-old WT and KO mice and performed genome-wide transcriptomics analysis (RNA-Seq) and found that 3,072 genes were differentially expressed (>1.5-fold, *P* < 0.05) with 1,580 genes upregulated; 1,492 genes downregulated; and 11,253 genes unchanged (Supplemental Figure 9). We further performed gene set enrichment analysis (GSEA) on 2 sets of sorted Treg RNA-Seq data (KO vs. WT) (Figure 2E). Genes upregulated in Tcons compared with Tregs were highly enriched in the Zfp335-KO group. Meanwhile, the expression of Tcon (Th1, Th2, and Th17) signature genes was also enriched in the KO group, indicating a loss of identity in Zfp335-deficient Tregs. Additionally, the most significantly enriched transcription signatures associated with Th cell differentiation were summarized as heatmaps (Figure 2, F and G). Consistently, we found that prominent genes associated with the Treg signature were remarkably downregulated in Zfp335-deficient Tregs, including *Egr2*, *Foxo1*, *Foxo3*, *Foxp3*, *Ikzf2*, *Nrp1*, *Nt5e*, and *Tgfbr1*. The expression of genes associated with the Th1 signature (*Ifng*, *Il12rb2*, *Stat1*, *Stat4*, and *Tbx21*) and Th2 (*Gata3*, *Il13*, *Il4*, and *Il5*) was highly elevated in the KO group, whereas upregulation of the genes in the Th17 signature showed a similar but not completely consistent trend. A comprehensive list of all the gene hits is included in Supplemental Table 1.

The above findings prompted us to further investigate whether Zfp335 modulates Foxp3 protein expression. We found that Foxp3 expression was slightly decreased in 3-week-old KO (*Foxp3^Cre^* *Zfp335^fl/fl^*) Tregs (Figure 2, H and I). Kinetics studies revealed no changes in Foxp3 expression in 1- and 2-week-old mice but slightly reduced expression in 3-week-old mice after Zfp335 deficiency in all secondary lymphoid tissues (Supplemental Figure 10, A and B), indicating an unlikely direct regulation of Foxp3 expression by Zfp335. However, we further verified the elevated expression of Th1 (IFN-γ and T-bet) and Th2 (IL-4 and GATA-3) signature genes at the protein level in Tregs from the spleens of *Foxp3^Cre^* *Zfp335^fl/fl^* mice using FACS analysis (Figure 2, J and K).

However, when we assessed the changes in Treg and other Th cell signature genes in heterozygous *Foxp3^Cre/+^* *Zfp335^fl/fl^* female mice without autoreactive inflammation, we found that most of them were almost equally expressed in WT and Zfp335-deficient Tregs (Supplemental Figure 11).

Therefore, these data show that Zfp335-deficient Tregs lost their signatures while acquiring proinflammatory and dysfunctional features in mice, which was due to a secondary effect caused by inflammation rather than an intrinsic effect.

### Zfp335 is required for Treg-suppressive function in vitro and in vivo.

Immunosuppressive function of Tregs is essential for maintaining immune homeostasis and self-tolerance to prevent autoimmune disease. Therefore, we next investigated the role of Zfp335 in the suppressive function of Tregs by measuring their ability to suppress Tcons. Compared with WT counterparts, we observed that Zfp335-deficient Tregs from 10-day-old mice had a significantly impaired ability to suppress T cell proliferation when cocultured in vitro with naive T cells following TCR stimulation (55) (Figure 3, A and B). Consistently, we confirmed the impaired suppressive function of Tregs from heterozygous *Foxp3^Cre/+^* *Zfp335^fl/fl^* mice (Supplemental Figure 12). To explore the in vivo function of Tregs, we used a well-characterized T cell transfer model of colitis (56). The adoptive transfer of WT Tcons (CD4^+^CD25^–^CD45RB^hi^) into immunocompromised mice (recombinant activating gene 2–deficient [RAG2-deficient] mice) induced severe colitis, manifested by a gradual loss of body weight (Figure 3C), a shortened and thickened colon (Figure 3D), as well as bowel hyperplasia, disruption of epithelial cells, and inflammatory infiltrates (Figure 3E). The cotransfer of WT Tregs together with Tcons effectively suppressed the autoimmune symptoms, however, cotransfer of Zfp335-deficient Tregs failed to do so (Figure 3, C–E), suggesting an attenuation of the immunosuppressive capability of Zfp335-deficient Tregs. Moreover, the transfer of Tcons elicited overt autoimmunity and a larger spleen size (Figure 3F), a greater frequency of activated/effector T cells (Figure 3G), as well as augmented expression of the proinflammatory cytokine IFN-γ (Figure 3, H–K, and Supplemental Figure 13). Consistently, WT, but not Zfp335-deficient, Tregs prevented these pathological phenotypes (Figure 3, F–K, and Supplemental Figure 13).

Next, to determine whether normal Tregs are sufficient to prevent the autoimmune phenotypes in KO (*Foxp3^Cre^* *Zfp335^fl/fl^*) mice, we injected WT Tregs into 2-day-old KO pups and analyzed them after 19 days (Figure 3L). Strikingly, we observed that neonatal transfer of WT Tregs prevented all autoimmune phenotypes in the KO mice, including reduced body size and weight, enlarged spleen and LNs, inflammatory colitis phenotypes, and elevated expression of CD4^+^ and CD8^+^ T cells as well as of their effector proportions in the spleen, LNs, and mLNs (Figure 3, L and M, and Supplemental Figure 14). Importantly, when examining KO Tregs before and after WT Treg injection, we found that WT Treg treatment also restored altered Treg frequencies in the thymus (Supplemental Figure 15, A and B), whereas the percentage of KO Tregs in the spleen did not fully return to WT levels despite an increase to some extent (Supplemental Figure 15, C and D). The data collectively indicate that Zfp335 was indispensable for Treg-suppressive function.

### Zfp335 determines the effector versus the dysfunctional Treg fate.

To determine the underlying mechanisms for Zfp335-mediated regulation of Treg identity and function, we performed single-cell transcriptomics (scRNA-Seq) analysis of YFP^+^ Tregs sorted from 7-day-old WT and KO (*Foxp3^Cre^* *Zfp335^fl/fl^*) mice using the 10x Genomics platform (Figure 4A). Potential doublets (WT = 726; KO = 1,451) were removed using the DoubletFinder (version 2.0) package at default settings (Supplemental Figure 16A) (57), followed by scRNA-Seq data normalization, after which no batch effects were detected by principal component analysis (PCA) analysis (Supplemental Figure 16B). After quality control and filtering, we obtained single-cell transcriptomes from 7,124 cells for WT mice and 12,091 cells for KO mice with similar median gene numbers (see Methods and Supplemental Figure 16C). Analysis of the top 20 differentially expressed genes (DEGs) across those cells revealed 4 cell clusters with unique transcriptional features (Figure 4B). A full list of the genes is included in Supplemental Table 2. Based on an unbiased integrative analysis across all WT and KO cells, these 4 clusters of Treg populations were annotated: rTregs, central Tregs (cTregs), eTregs, and dysTregs. The most salient markers of each Treg subset are presented in violin plots (Figure 4C), and the cell clustering is depicted using uniform manifold approximation and projection (UMAP) (Figure 4D) (58–60). Prominent genes highlighted in those populations revealed that rTregs had the lowest expression among most of the Treg marker genes, whereas cTregs and eTregs shared expression profiles similar to the high expression profiles of genes critical for Treg lineage differentiation and suppressive function (*Il2ra*, *Il2rb*, *Ctla4*, *Cd27*, *Cd28*, *Ikzf2*, *Tgfb1*, *Stat5b*, *Tnfrsf4*, *Tnfrsf9*, *Tnfrsf18*, and *Tox*), with *Ccr7*, *Top2a*, and *Mki67* more highly enriched in cTregs, while *Nrp1*, *Icos*, *Cxcr3*, *S100a4* and *S100a6* more highly enriched in eTregs (Figure 4, C–E). Interestingly, although dysTregs represented a cell population whose transcriptomes had the greatest similarities to rTreg transcriptomes, some genes, such as *Il2ra*, *Lef1*, *Tcf7*, *Cd27*, *Cd28*, *Tgfb1*, etc., were expressed at even lower levels in dysTregs. Of note, dysTreg expressed the proliferative markers *Top2a* and *Mki67* and had high expression levels of *S100a8* and *S100a9*, which are constitutively expressed in neutrophils and monocytes and involved in modulating the inflammatory response (61).

To further understand the function of Zfp335 in the differentiation path among Treg populations, we constructed differentiation trajectory analysis for those 4 Treg subsets via Monocle (version 3) pseudotime analysis (see Methods and Figure 4F). rTregs were located at the root of the trajectory tree, while cTregs, eTregs, and dysTregs were distributed along the trajectory in sequential order. The distribution of cell clusters captured by scRNA-Seq was compared side by side between WT and Zfp335-KO mice (Figure 4G). Treg populations in WT mice constituted the majority of cTregs (48.7%), eTregs (29%), rTregs (19.9%), and some dysTregs (2.5%). Zfp335 deficiency did not affect cTregs (42.1%) or rTregs (18.6%), at least in terms of their frequencies (Figure 4G). However, the eTreg population was almost completely lost in Zfp335-KO mice (0.5%), but we observed a striking accumulation of dysTregs (38.8%) (Figure 4G). Thus, it is likely that in physiological conditions, rTregs had mainly differentiated into eTregs, whereas Zfp335 deficiency may have driven rTregs into the dysTreg population. Consistently, we found that the frequencies of ICOS^+^CXCR3^+^ or ICOS^+^CXCR3^–^ eTregs were significantly decreased in 8-day-old *Foxp3^Cre^* *Zfp335^fl/fl^* mice compared with WT mice (Figure 4, H–J).

Furthermore, we analyzed the subpopulation changes in heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice. The scRNA-Seq data showed that inducible T cell costimulator (ICOS) was specifically expressed in eTregs and that OX40 (also known as Tnfrsf4) was highly expressed in cTregs, but was expressed at lower levels in rTregs. We defined ICOS^–^OX40^lo^, ICOS^–^OX40^hi^, and ICOS^+^ cells as rTregs, cTregs, and eTregs, respectively. We found that only Zfp335-deficient ICOS^+^ eTregs were reduced in 1-week-old heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice, while ICOS^–^OX40^lo^ rTregs and ICOS^–^OX40^hi^ cTregs had no significant changes (Supplemental Figure 17, A and B). Moreover, we examined other markers associated with eTregs. Zfp335-deficient CXCR3^+^ and Nrp1^+^ eTregs were consistently decreased in 1-week-old heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice (Supplemental Figure 18, A and B). Meanwhile, we also observed a significant reduction of ICOS^+^CXCR3^+^ eTregs in other tissues (liver and lung) from these mice (Supplemental Figure 18, C and D).

Thus, the data reveal that Zfp335 regulated the proportions of distinct Treg subsets and that Zfp335 deficiency resulted in the accumulation of dysTregs at the expense of eTregs.

### Zfp335 controls eTreg differentiation through metabolic pathways.

It has been well appreciated that metabolic pathways are essential for T cell maintenance and function (62, 63). Given the dramatic imbalance between eTregs and dysTregs due to Zfp335 deficiency, we focused on those cell subsets. Notably, PI3K/Akt/mTOR and OXPHOS pathways had significantly higher rank aggregation algorithm (RRA) scores in the eTreg population but lower RRA scores in the dysTreg population (Figure 5A). Furthermore, 4 algorithms used to score gene sets confirmed our conclusion that eTregs had the most enriched PI3K/Akt/mTOR and OXPHOS signaling compared with dysTregs (Supplemental Figure 19, A and B). The upregulated genes (eTregs vs. dysTregs) were intersected with genes in the PI3K/Akt/mTOR and OXPHOS pathways, and 18 (Figure 5B and Supplemental Figure 19C) and 10 (Figure 5B and Supplemental Figure 19D) genes were screened out, respectively. We then performed Seahorse analysis to determine the oxygen consumption rate (OCR) as a measurement of OXPHOS and found that Zfp335 deletion led to a reduced OCR, especially with regard to maximal respiration and spare respiratory capacity (Figure 5, C and D). Given that OXPHOS takes place in the mitochondria in eukaryotic cells (64), we measured the mitochondrial mass and mitochondrial membrane potential of Zfp335-deficient Tregs (65). rTregs from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice treated with tamoxifen were stimulated with anti-CD3/anti-CD28 Abs and IL-2 for 5 days before measurement of mitochondrial mass with MitoTracker staining, mitochondrial membrane potential with tetramethylrhodamine ethyl ester (TMRE) staining, and mitochondrial ROS (mitoROS) production by MitoSOX. As expected, Zfp335-deficient Tregs showed decreased MitoTracker staining and TMRE staining, but increased mitoROS, indicating a dysfunction of mitochondrial activity in the activated Tregs following Zfp335 deficiency (Figure 5, E and F). Furthermore, we also observed decreased mitochondrial mass in activated Tregs from heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice (Supplemental Figure 20).

### Zfp335 controls eTreg differentiation by targeting the FAO enzyme Hadha.

We next explored the molecular mechanisms of Zfp335 regulation of eTreg differentiation. We hypothesized that the expression of target genes should begin to downregulate in rTregs, further decrease in eTregs after Zfp335 deletion, and be highly enriched in metabolic pathways. Therefore, we compared gene expression in eTregs and rTregs between WT and KO (*Foxp3^Cre^* *Zfp335^fl/fl^*) mice (Supplemental Tables 3 and 4), and further overlaid our findings with genes enriched in metabolic pathways in eTregs (Figure 6A). After comparing those 3 gene sets, we selected 5 overlapping genes (*Ndufa4*, *Hadha*, *Actr2*, *Suclg1*, and *Atp5l*) for further analysis. Downregulation of those genes was further confirmed in Zfp335-deficient Tregs from ER*^Cre^* *Zfp335^fl/fl^* mice treated with tamoxifen and from heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice (Figure 6B and Supplemental Figure 21). 

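To compare gene expression after induced deletion of Zfp335 in adult mice, Tregs from tamoxifen-treated ERCre (WT) and ERCre Zfp335fl/fl (KO) mice were analyzed by bulk RNA-seq, with 3 libraries per group. In these mice, Cre recombinase is fused to a modified estrogen receptor and becomes active when tamoxifen is given. According to the paper's methods, 6-week-old mice received 3 injections of 100 μL of tamoxifen at 10 mg/mL and were sacrificed on day 7. The sample labels describe splenic cells sorted on CD4 and CD25, name the control animals wild-type littermates and do not mention tamoxifen, whereas the paper calls the controls ERCre mice treated with tamoxifen. The authors deposited raw counts per gene symbol, without normalization between libraries, and the paper's text does not state how this table was made from the reads. The library totals were 180384025, 187975398 and 133283969 counts in WT replicates 1, 2 and 3 (median 180384025) and 180765874, 209041812 and 194624819 counts in KO replicates 1, 2 and 3 (median 194624819). Counts of 1 and 2 were rarer in the table (620 and 1045 entries) than counts of 4 (2579 entries). The variance between replicate libraries divided by the mean was at least 5.18 for weakly expressed genes in each replicate pair. This includes any variation between animals and libraries, so the number of independent fragments is not known from the totals. Whether the 3 KO libraries came from separate RNA samples was not settled. The SDs and tests below therefore rest on spread between libraries, which for KO may not include variation between mice. The counts were scaled by edgeR's TMM method, with factors between 0.987 and 1.014, and are given as CPM, the count of a gene relative to the scaled library size in the unit of edgeR's cpm function. WT and KO were compared for the 17307 genes that passed edgeR's expression filter, using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. Zfp335 itself fell from 120.1 ± 4.67 CPM (SD, n = 3 libraries) in WT to 14.8 ± 0.451 CPM (SD, n = 3) in KO. Its log2 fold change was -3.02 (standard error 0.046, adjusted p = 1.2e-13 from edgeR's quasi-likelihood test). Zfp335 lies on the minus strand of chromosome 2 of GRCm38 from 164891882 to 164911757, overlaps Pcif1 and Zfp335os on the other strand and shares 19.2% of its 50-base stretches with transcripts of other genes. The groups also differed in Xist RNA, which was 0.272 ± 0.132 CPM (SD, n = 3) in WT and 134.6 ± 10.4 CPM (SD, n = 3) in KO, while RNA of Y-linked genes was counted in all 6 libraries. With the cutoffs of the supplemental methods (at least 1.5-fold, P under 0.05 and adjusted P under 0.1), 446 genes were higher and 757 genes were lower in KO. Of the alternatives, removing the fold-change cutoff and calling genes at an adjusted P under 0.05 moved the total most, from 1203 to 4170 genes.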

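Of the 5 overlapping genes, 4 were lower in KO than in WT Tregs at an adjusted p under 0.05, and Atp5l was not. Ndufa4, on chromosome 6 of GRCm38 from 11900292 to 11907497, was 43.5 ± 3.40 CPM (SD, n = 3 libraries) in WT and 27.0 ± 0.563 CPM (SD, n = 3) in KO. Its log2 fold change was -0.69 (standard error 0.056, adjusted p = 1.39e-06 from edgeR's quasi-likelihood test). Suclg1, on chromosome 6 from 73248382 to 73276911, was 50.7 ± 3.25 CPM in WT and 33.7 ± 0.828 CPM in KO (SD, n = 3 in each group), a log2 fold change of -0.59 (standard error 0.050, edgeR adjusted p = 2.09e-06). Hadha, on chromosome 5 from 30118304 to 30155162, was 133.4 ± 5.73 CPM in WT and 99.4 ± 0.624 CPM in KO (SD, n = 3 in each group). Its log2 fold change was -0.42 (standard error 0.038, edgeR adjusted p = 2.98e-06), which is a decrease by 25.5%. With each library left out in turn, the log2 fold change of Hadha stayed between -0.46 and -0.40. Hadha overlaps Garem2 on the other strand, and the strand setting of the counting is not given in the paper's text. Actr2, on chromosome 11 from 20062304 to 20112913, showed the smallest of these 4 decreases, from 296 ± 5.56 CPM to 272.2 ± 5.20 CPM (SD, n = 3 in each group). Its log2 fold change was -0.12 (standard error 0.032, edgeR adjusted p = 0.0148, and 0.00298 when adjusted over the 5 genes alone). In 3 of the 6 fits that each left out 1 library the adjusted p of Actr2 was above 0.05, with a log2 fold change of -0.11 in each, and once the trend of log2 fold changes on GC content was removed its log2 fold change was -0.077 (edgeR adjusted p = 0.105). For these 4 genes every KO library lay below every WT library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). Atp5l, on chromosome 9 from 44912557 to 44920742, was 26.3 ± 2.22 CPM in WT and 25.0 ± 0.145 CPM in KO (SD, n = 3 in each group). Its log2 fold change of -0.067 (standard error 0.058, edgeR adjusted p = 0.458) was within the spread between replicates, and WT replicate 1, at 24.6 CPM, was below all 3 KO libraries (exact permutation test, two-sided p = 0.5). Atp5l shares 9.99% of its 50-base stretches with transcripts of other genes, so its counts are less certain. Taken as a set, the 5 genes had a mean log2 fold change of -0.38 (adjusted p = 0.002 from limma's fry test over 16 gene sets), but with limma's camera test and the correlation between genes estimated from the data the adjusted p was 0.0862. The paper states that these genes were downregulated in Zfp335-deficient Tregs of the tamoxifen-treated mice. Tregs of the heterozygous mice named in the same statement are not analysed here.

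**Figure D1:**
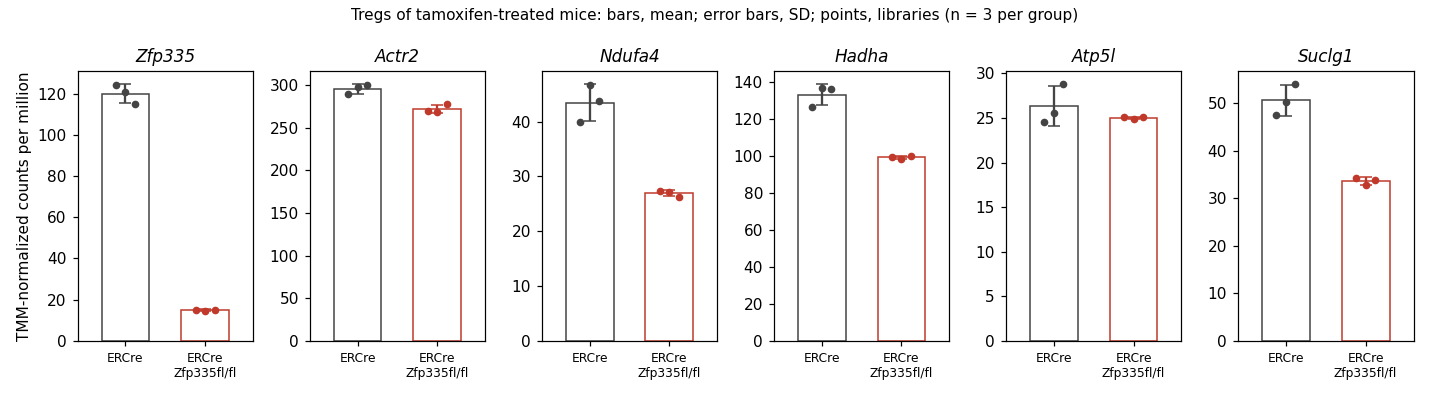
TMM-normalized CPM (vertical axis, starting at 0) of Zfp335 and the 5 overlapping genes in Tregs of ERCre and ERCre Zfp335fl/fl mice (horizontal axis). Points are libraries, bars are means and error bars are SD (n = 3 per group); the groups are apart for each gene except Atp5l, for which WT replicate 1 (24.6 CPM) lies below the KO libraries.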

To identify candidate genes directly targeted by Zfp335, we performed ChIP-Seq assay in WT Tregs and found that Zfp335 was bound to the promoter regions of 3 genes (*Actr2*, *Ndufa4*, and *Hadha*) (Figure 6C). Actin-related protein 2 (Actr2) is well known for functioning as a regulator of the actin network and thus the migration of diverse cell types (66). By forming a complex with Actr3, Actr2 participates in T cell homeostasis by maintaining surface TCR levels, probably through remodeling of the actin cytoskeleton (67, 68). Ndufa4, a subunit of complex IV of the mitochondrial respiratory chain, has been reported to promote cell proliferation and reduce apoptosis through activation of the OXPHOS pathway (69). Hadha is a FAO enzyme, and its mutation attenuates FAO (70). To further valid the direct regulation of these genes in eTreg differentiation, we overexpressed *Actr2*, *Ndufa4*, and *Hadha* genes separately in Zfp335-deficient rTregs. The results demonstrated that overexpression of *Hadha*, but not *Actr2* or *Ndufa4*, could rescue the reduced frequency of ICOS^+^ eTregs resulting from Zfp335 deficiency (Figure 6, D and E).

Consistently, *Hadha* overexpression also significantly rescued the reduced frequency of CXCR3^+^ and Nrp1^+^ eTregs caused by Zfp335 deficiency (Supplemental Figure 22, A and B). However, *Hadha* overexpression did not affect ICOS^–^OX40^lo^ rTregs or ICOS^–^OX40^hi^ cTregs (Supplemental Figure 22, C and D). Given these findings, we performed a luciferase assay to further confirm a direct binding of Zfp335 and the *Hadha* promoter region and obtained consistent ChIP-Seq results (Supplemental Figure 23). In addition, *Hadha* overexpression could also restore the decrease in MitoTracker expression in Zfp335-deficient Tregs (Figure 6, F and G). To confirm the effect of *Hadha* overexpression on the suppressive function of Zfp335-deficient Tregs, we cocultured CellTrace Violet–labeled (CTV-labeled) CD4^+^ naive T cells with eTregs or other Tregs infected with Mock or Hadha and found that *Hadha* overexpression restored the impaired suppressive function of Zfp335-deficient eTregs (Figure 6H), but not of other Tregs (Supplemental Figure 24). Thus, we propose that Zfp335 promoted eTreg differentiation and function via direct regulation of *Hadha* expression.

As Hadha is a key enzyme in FAO and sequentially regulates the citric acid (TCA) cycle (71), we sought to investigate the effect of malate, a potent intermediate in the TCA cycle, on eTreg differentiation. rTregs from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice treated with tamoxifen were stimulated with anti-CD3/anti-CD28 Abs and IL-2 in the presence of 30 mM malate. Clearly, malate significantly promoted ICOS^+^ eTreg differentiation and,of note, significantly rescued the defect of KO eTreg differentiation (Figure 6, I and J). The addition of malate also consistently rescued the reduced mitochondrial mass by MitoTracker staining and the suppressive function of KO Tregs (Figure 6, K and L, and Supplemental Figure 25). Thus, our results indicate that Zfp335 was required for fatty acid metabolism–mediated eTreg differentiation.

### Zfp335-dependent FAO drives eTreg differentiation.

Tregs exhibit an increase in fatty acid uptake, and FAO-driven OXPHOS is required for Treg-suppressive functions (72). Since Hadha, as a FAO enzyme, was directly targeted by Zfp335 and was also involved in eTreg differentiation, we speculated that reduced ICOS^+^ eTreg differentiation in Zfp335-deficient mice might be due to impaired FAO and a metabolism disorder.

To test this, we analyzed the metabolic pathway of fatty acids between WT and KO Tregs. Fatty acid metabolism singscores were higher in cTregs and eTregs from mice of both genotypes compared with rTregs and dysTregs, whereas both cTregs and eTregs from KO mice had reduced fatty acid metabolism singscores compared with the WT group (Supplemental Figure 26). Furthermore, we treated rTregs with 40 μM etomoxir (ETO), an inhibitor of Cpt1, which is the rate-limiting enzyme for FAO (71), under anti-CD3/anti-CD28 Ab culture conditions and IL-2 stimulation for 2 days (Figure 7A). We found that ETO treatment indeed significantly inhibited ICOS^+^ eTreg differentiation in WT (ER*^Cre^*) Tregs (Figure 7, B and C). Of note, KO (ER*^Cre^* *Zfp335^fl/fl^*) rTregs under ETO treatment had a further decreased percentage of ICOS^+^ eTregs (Figure 7, B and C). To further confirm that Zfp335 promotes FAO in Tregs, we examined neutral lipid content via BODIPY-493/503 staining. Consistent with a previous report that inhibition of FAO by ETO could promote lipid droplet accumulation either in Foxp3^+^ or Foxp3^–^ CD4^+^ T cells (73), we observed that both WT and KO Tregs had higher levels of BODIPY-493/503 staining upon ETO treatment (Figure 7, D and E). However, greater lipid droplet accumulation was detected in Zfp335-deficient Tregs compared with Zfp335-sufficient Tregs with and without ETO treatment (Figure 7, D and E). Accordingly, Zfp335-deficient ICOS^+^ eTregs had significantly reduced fatty acid uptake (Supplemental Figure 27). At the same time, we observed a reduction in mitochondrial mass in KO Tregs compared with WT counterparts, and ETO treatment reduced mitochondrial mass in both WT and KO Tregs (Figure 7, F and G). It has been reported that a high concentration of ETO (200 μM) could induce Cpt1-independent off-target effects along with increased fatty acid uptake, whereas a low dose of ETO did not cause an off-target effect (74). In our study, a low dose of ETO caused a reduction in fatty acid uptake in Tregs (Supplemental Figure 28), indicating a lack of off-target effects. Therefore, these data indicate that FAO was defective upon Zfp335 deletion, which in turn caused a decrease in ICOS^+^ eTreg differentiation.

Oleic acid, a long-chain monounsaturated fatty acid, facilitates FAO-driven OXPHOS and supports Treg-suppressive function (75). To gain further insight into whether long-chain fatty acids affect eTreg differentiation driven by Zfp335, we cultured WT and KO rTregs with anti-CD3/anti-CD28 Abs and IL-2, with or without 50 μM oleic acid for 2 days (Figure 7H). Oleic acid indeed increased ICOS^+^ eTreg differentiation (Figure 7, I and J), with accumulation of lipid droplets (Figure 7, K and L) and an increase in mitochondrial mass in WT Tregs (Figure 7, M and N). However, with or without oleic acid supplementation, KO Tregs showed a reduction in ICOS^+^ eTreg differentiation (Figure 7, I and J), with an increase in lipid droplet accumulation (Figure 7, K and L) and a decrease in mitochondrial mass (Figure 7, M and N). Thus, the data indicate that Zfp335 expression was required for oleic acid FAO–mediated eTreg differentiation.

### ZNF335 correlates with human eTreg generation.

To evaluate whether ZNF335 (human ortholog of mouse Zfp335) also plays roles in human Treg differentiation, we first evaluated ZNF335 expression among CD4^+^ T cell populations from healthy PBMCs. In agreement with our findings in mice, Tregs had higher expression of ZNF335 than did Tcons, and ZNF335 levels were dramatically increased in Tregs after stimulation with anti-CD3/anti-CD28 Abs and IL-2 (Figure 8, A and B). Similarly, freshly isolated eTregs (CD4^+^CD25^h​i​^CD45RA^–^) expressed much higher levels of ZNF335 than did rTregs (CD4^+^CD25^+^CD45RA^+^) (Figure 8, C and D), suggesting a critical role of ZNF335 in human eTreg differentiation and function. Notably, the frequency of ICOS^+^ Tregs was gradually increased along with ZNF335 expression (Supplemental Figure 29).

Treg dysfunction, including decreased Treg numbers, particularly in the eTreg subset, and impaired immunosuppressive function are highly associated with autoimmune pathologies (76, 77). We found that patients with systemic lupus erythematosus (SLE), rheumatoid arthritis (RA), or Sjögren’s syndrome (SS) had significantly lower percentages of ICOS^+^ Tregs in the peripheral blood than did healthy donors (HDs) (Figure 8, E and F). We thus examined the relationship between ZNF335 expression and the eTreg population in patients with autoimmune diseases (Figure 8G). Notably, we observed decreased ZNF335 expression in TCR- and IL-2–stimulated Tregs from patients with SLE, RA, or SS (Figure 8, H and I). Importantly, we observed that HADHA, which is the target of Zfp335 and was downregulated in Zfp335-deficient Tregs in mice (Figure 6, A and B), was also downregulated in eTregs from the aforementioned patients (Figure 8, J and K). Consistently, mitochondrial mass was also decreased in patients’ Tregs upon TCR and IL-2 stimulation compared with Tregs from HDs (Figure 8, L and M). Nevertheless, the above results for eTregs, including expression levels of ZNF335 and HADHA and mitochondrial mass, were not observed in CD4^+^ Tcons (Supplemental Figure 30). Thus, the positive correlation between ZNF335 expression and human eTregs suggests a potential role of ZNF335 in human eTreg differentiation, and the reduction in ZNF335, HADHA, and MitoTracker expression in human Tregs may be associated with the pathogenesis of autoimmune diseases.

## Discussion

In this study, we have identified Zfp335 in Tregs as an indispensable factor in maintaining neonatal immune tolerance. Treg-specific deficiency in Zfp335 led to lethal systemic inflammation in mice with severe immunopathology, autoantibodies, effector T cell expansion, overproduction of proinflammatory cytokines, and loss of the Treg signature. Mechanistically, Zfp335 promoted FAO-driven metabolism by direct regulation of the expression of the FAO enzyme gene *Hadha*. Importantly, we demonstrate the positive correlation between *ZNF335/HADHA* expression, metabolic activity, and the human eTreg population.

Defects in the proportion, stability, and function of Tregs break immune tolerance and cause autoimmune syndromes (1, 10). In our study, Zfp335 deficiency impaired the immunosuppressive function of Tregs both in vitro and in vivo. This conclusion is supported by the evidence of the failure of Tregs in suppressing effector T cell expansion and proinflammatory cytokine production. In addition, the fact that the transfer of WT Tregs into 2-day-old KO pups sufficiently prevented autoimmune symptoms in KO mice further supports our conclusion. However, the frequencies and numbers of Tregs in the thymus and peripheral lymph tissues were comparable between *Foxp3^Cre^* and *Foxp3^Cre^* *Zfp335^fl/fl^* mice at 1 week of age. Thus, the lethal inflammation that developed in *Foxp3^Cre^* *Zfp335^fl/fl^* mice was initiated by the quality rather than the quantity of Treg defects.

Our transcriptomic analysis uncovered evidence that signaling pathways involved in Treg differentiation were largely downregulated, while those associated with lymphocyte activation and inflammatory responses were upregulated in Zfp335-deficient Tregs. We also detected high expression of Th1 and Th2 signature cytokines and transcription factors in Zfp335-deficient Tregs. These changes demonstrate an apparent instability of Tregs in the *Foxp3^Cre^* *Zfp335^fl/fl^* mice. However, Zfp335 deficiency failed to significantly affect Foxp3 protein expression in Tregs, excluding the possibility of direct regulation of Foxp3 by Zfp335. Therefore, the instability and defective function of Tregs in Zfp335-deficient mice are most likely due to an alternative effect.

Indeed, our comprehensive scRNA-Seq of Tregs from asymptomatic KO mice identified 4 Treg clusters including a distinct dysTreg population annotated by minimum expression of prominent genes critical for Treg differentiation and suppressive function, with enriched expression of inflammation-related genes. Strikingly, examination of Treg distribution revealed an unexpected loss of eTregs but an accumulation of dysTregs in *Foxp3^Cre^* *Zfp335^fl/fl^* mice. The trajectory analysis of the 4 Treg clusters further showed that rTregs could differentiate into cTregs, eTregs, and dysTregs. Given the dramatic imbalance between dysTreg and eTreg populations in *Foxp3^Cre^* *Zfp335^fl/fl^* mice, we believe that Zfp335 controls eTreg lineage differentiation. Loss of Zfp335 dampened the generation of eTregs in neonatal mice, which caused lethal inflammation. These findings emphasize the importance of eTreg regulation in establishing tolerance under healthy conditions as well as in preventing autoreactive responses in an inflammatory environment. Therefore, eTreg-based immunotherapy should be considered for autoimmune diseases.

Cellular metabolism is extensively involved in Treg differentiation and suppressive function (63, 78, 79). Recent studies reported that FAO is required for the suppressive function of Treg and the prevention of autoimmunity (80, 81), while oleic acid could increase Foxp3 expression and Treg function in patients with multiple sclerosis (75). However, it is unclear whether FAO affects the components of the Treg population, especially the differentiation of eTregs. Here, we found that utilization of oleic acid as metabolic fuel specifically promoted eTreg differentiation, which was dependent on Zfp335 expression. Consistently, inhibition of FAO by ETO decreased the generation of eTregs. Of note, it has been shown that a high concentration of ETO (200 μM) leads to Cpt1-independent off-target effects in tumor cells by inhibiting complex I of the electron transport chain (74). The off-target effects of a high concentration of ETO exhibited the increase in fatty acid uptake, however, a low dose of ETO (40 μM) caused a reduction in fatty acid uptake in Tregs in our study, indicting a lack of off-target effects. Thus, FAO was required for eTreg differentiation in a Zfp335-dependent manner.

By comparing the biological pathways between eTregs and dysTregs, we found that PI3K/Akt/mTOR and OXPHOS signaling pathways were markedly reduced in dysTregs. Unlike in effector T cells, which rely on glycolysis, OXPHOS is the main metabolic pathway in Tregs for energy production and immunosuppressive function (34, 82). In addition, activation of the PI3K/Akt/mTOR pathway promotes Treg amplification, as inhibition of the PI3K/Akt pathway selectively suppresses Treg proliferation (83). Here, we identified a number of genes involved in OXPHOS and PI3K/Akt/mTOR signaling that are downregulated in Zfp335-deficient eTregs. We performed ChIP-Seq analysis, which further confirmed a subset of genes involved in metabolism as direct targets of Zfp335. In particular, *Hadha*, a key FAO enzyme involved in the OXPHOS signaling pathway (84), was shown to be directly targeted by Zfp335 and involved in regulating eTreg differentiation. Following FAO, acetyl-CoA enters into the mitochondrial TCA cycle to fuel mitochondrial OXPHOS. Our results showed that the supplementation of malate, one of the TCA intermediates, could restore impaired eTreg differentiation in Zfp335-deficient mice, further confirming that Zfp335 controls eTreg differentiation through FAO-driven OXPHOS.

Zfp335, serving as a transcription factor, was initially found to play important regulatory roles in early embryonic development and neurogenesis (43). Recently, it has also been shown that Zfp335 is involved in regulating multiple aspects of T cell biology. Zfp335 is not only required for the maturation and migration of thymocytes by direct regulation of Ankle2 expression (46), but also controls DN to DP transition through the regulation of TCR-β expression as well as thymocyte survival by targeting Bcl6/Rorc (47). More recently, we reveal that Zfp335 is also involved in memory CD8^+^ T cell differentiation by direct regulation of TCF7 expression (47). The findings demonstrated here that Zfp335 promoted FAO metabolism–mediated eTreg differentiation by direct regulation of gene expression of the FAO enzyme *Hadha*. Although Zfp335 is also a component of the trithorax H3K4–methylation complex, we did not see obvious H3K4 trimethylation at the promoter loci of the above-mentioned target genes. Therefore, Zfp335 is an essential transcriptional factor and involved in regulating different cell lineages and the developmental stages of T cells through distinct mechanisms.

In summary, we have unveiled a previously unrecognized role of Zfp335 in establishing neonatal immune tolerance and preventing lethal autoimmunity. Mechanistically, Zfp335 controlled eTreg lineage commitment through the regulation of FAO by targeting Hadha. Our findings provide new insights into the understanding of the heterogeneity, suppressive function, and underlying regulatory mechanisms of Tregs. Our results identify Zfp335 as a potential therapeutic target for the manipulation of eTreg function in human autoimmune diseases.

## Methods

### Mice.

Eight-week-old *Zfp335^fl/fl^*, *Foxp3^Cre^*, ER*^Cre^*, and *CD45.1*^+^ mice were purchased from The Jackson Laboratory. Eight-week-old *Rag2^–/–^* mice were purchased from the Beijing Huafukang Biotechnology Company. *Foxp3^Cre^* mice contain an internal ribosomal entry site (IRES) and a YFP fused to a codon-optimized Cre Recombinase (iCre) sequence downstream of the internal stop codon of the *Foxp3* gene. *Foxp3^Cre^* mice were crossed with *Zfp335^fl/fl^* and *Zfp335^+/+^* mice to generate *Foxp3^Cre^* (WT) mice, heterozygous *Foxp3*^Cre/+^ *Zfp335^fl/fl^* mice, and *Foxp3^Cre^* *Zfp335^fl/fl^* (KO) mice. ER*^Cre^* mice express a fusion protein containing an estrogen receptor (ER) ligand-binding region mutant (ERT) and Cre recombinase. Cre was inactive in cytoplasm without tamoxifen induction. When induced by tamoxifen, the tamoxifen metabolite 4-OHT (estrogen analog) binds to ERT, which enables Cre-ERT to enucleate and exert Cre recombinase activity. ER*^Cre^* mice were crossed with *Zfp335^fl/fl^* mice and *Zfp335^+/+^* mice to generate ER*^Cre^* *Zfp335^fl/fl^* (KO) mice and ER*^Cre^* (WT) mice. Tamoxifen (10 mg/mL) dissolved in corn oil was administered to 6-week-old mice on days 1, 3, and 5 (100 μL/injection), and the mice were sacrificed on day 7. All mice were housed under specific pathogen–free conditions at the Xi’an Jiaotong University Division of Laboratory Animal Research.

### Human samples.

All patients and HDs enrolled in this study were recruited from the department of Rheumatology and Immunology at the First Affiliated Hospital of Xi’an Jiaotong University. A total of 15 patients with SLE (*n* = 1 male, *n* = 14 females; mean age, 32.3 ± 15 years); 8 patients with RA (*n* = 1 male, *n* = 7 females; mean age, 46.3 ± 21.1 years); 6 patients with SS (*n* = 6 females; mean age, 47.2 ± 12.8 years); and 20 HDs were enrolled in the study (*n* = 7 males, *n* = 13 females; mean age, 44.4 ± 10.5 years). A diagnosis of SLE was based on the 2012 Systemic Lupus International Collaborating Clinics criteria (SLICC-12) (85). A diagnosis of RA was based on the 2010 American College of Rheumatology/European League against Rheumatism criteria (86). A diagnosis of SS was based on the 2016 American College of Rheumatology/European League against Rheumatism criteria (87).

### T cell transfer–based colitis.

CD45.1^+^CD4^+^CD45RB^hi^ naive T cells from CD45.1^+^ WT mice, and CD45.2^+^CD4^+^CD25^+^ Tregs from ER*^Cre^* mice or ER*^Cre^* *Zfp335^fl/fl^* mice treated with 3 doses of tamoxifen were sorted on a FACSAria II(BD Bioscience) cell sorter. Naive T cells (5 × 10^5^) mixed with or without 2.5 × 10^5^ Tregs were i.v. injected into *Rag2^−/−^* recipient mice. Mouse weights were monitored daily for 24 days, and tissues were collected at the endpoint of the experiment.

### Seahorse analysis.

The cellular OCR was measured using the Seahorse XFe Analyzer (Agilent Technologies). CD4^+^CD25^+^CD44^–^ICOS^–^ rTregs purified from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice were sorted and activated with 5 μg/mL anti-CD3, 2 μg/mL anti-CD28, and 500 U/mL IL-2. After a 12-hour stimulation, 4 × 10^5^ activated Tregs were harvested, resuspended in Seahorse XF DMEM (supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine), and seeded in Cell-Tak (Corning) precoated Seahorse 96-well plates. The OCR was assessed under basal conditions and in response to 1.5 μM oligomycin, 2 μM fluorocarbonyl cyanide phenylhydrazone (FCCP), 1 μM rotenone, and antimycin A.

### scRNA-Seq data analysis.

The gene expression matrices of all samples were imported into Seurat (version 4.0.0), version 4 (88), and merged for subsequent analyses. Filtering steps were carried out to exclude low-quality cells. The DoubletFinder package (version 2.0.3) was used to detect double cells. The ratio of double cells in the KO and WT groups was 5% and 8%, respectively. Cells with fewer than 300 genes and identified as “doublet” were discarded, and cells with a high fraction of mitochondrial genes (>5%) were removed. As a result, a total of 19,215 cells (WT = 7,124; KO = 12,091) with a median of 1,358 genes were included in the analyses. After scaling data with ScaleData, a PCA dimensionality reduction (RunPCA) was performed, and the first 30 PCs were selected to construct a shared nearest neighbor (SNN) graph using FindNeighbors. To visualize the clustering results, a nonlinear dimensional reduction was performed with the UMAP method, and cluster biomarkers were found by the FindAllMarkers function in the Seurat package.

Additional methodological information is provided in the Supplemental Methods.

### Statistics.

Statistical analysis was performed using GraphPad Prism 7 (GraphPad Software). Significant differences were assessed by 2-tailed Student’s *t* test, 1-way ANOVA, or Kruskal-Wallis test. Data are presented as the mean ± SEM. All bar graphs include means with error bars to show the distribution of the data. A *P* value of 0.05 or less was considered statistically significant.

### Study approval.

All animal procedures were approved by the IACUC of Xi’an Jiaotong University (approval no. 2017-1012). The studies using human samples were approved by the ethics committee of the First Affiliated Hospital of Xi’an Jiaotong University (Xi’an, China), and all research methods were conducted in compliance with the Declaration of Helsinki of 1964 and relevant regulations and guidelines. Written informed consent was obtained from all study participants.

### Data availability.

The scRNA and RNA-Seq data generated in this study are deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE189058, GSE189041, and GSE189077). The ChIP-Seq data for this study are deposited in the GEO database (GEO GSE189076). Values for all data points shown in graphs are reported in the Supplemental Supporting Data Values file.

## Author contributions

BZconceptualized the study and designed experiments. XW, LS, BY, and WL carried out most of the experimental work. CZ analyzed scRNA-Seq data under the supervision of BZ. LZ, Y Sun, XS, XY, Yafeng Gao, JS, Y Su, AJ, HL, LL, Yang Gao, and XJ helped with mouse experiments. BJ and DL provided the human samples. LH contributed to scientific discussions. WJC provided crucial scientific input and edited the manuscript. BZ, XW, LS, and CZ wrote the manuscript. The order of the co–first authors was assigned on the basis of their efforts and contributions to the study.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supporting data values

## Figures and Tables

**Figure 1:**
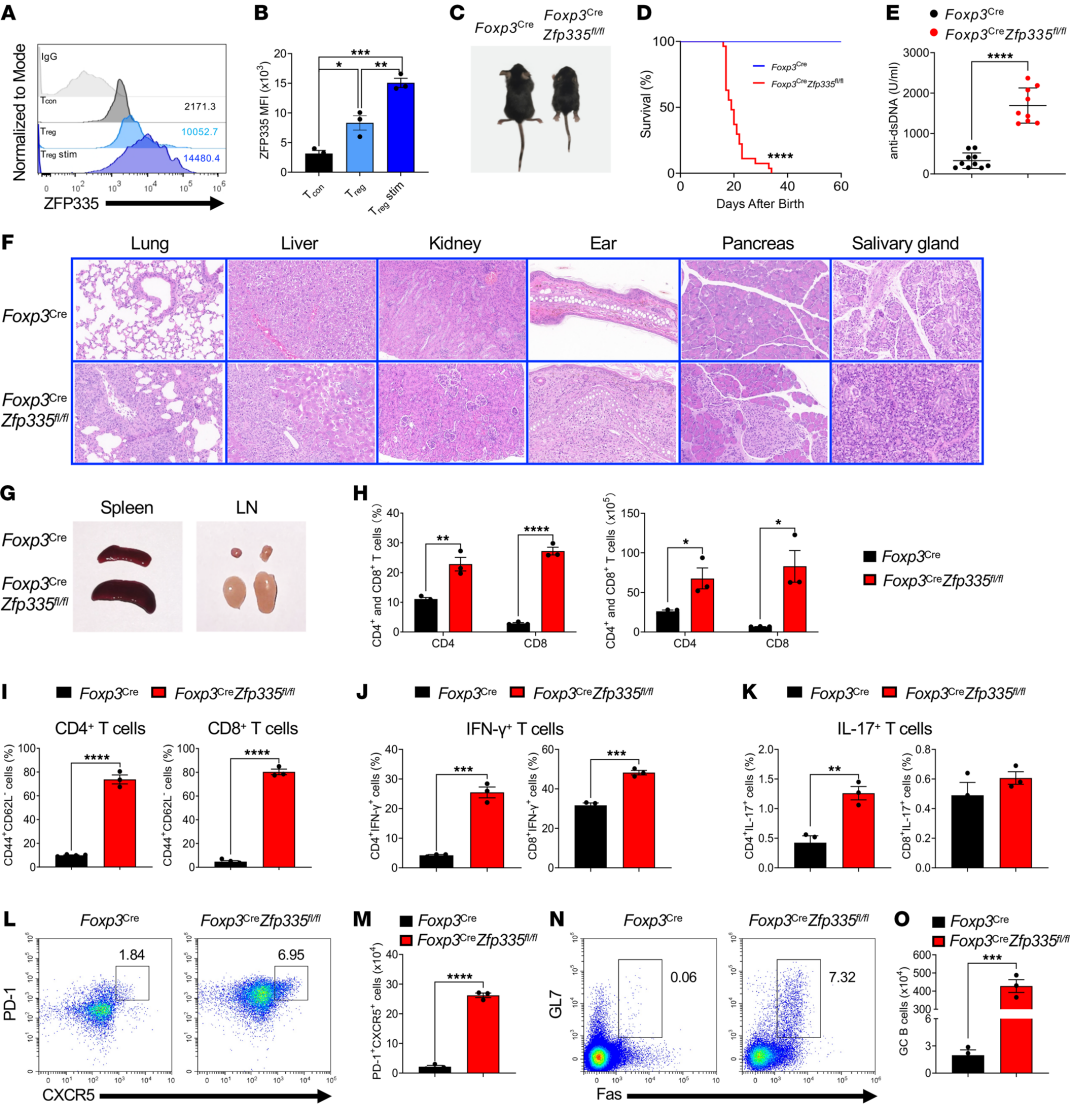
Spontaneous multiorgan immunopathology after Treg-specific ablation of Zfp335. (**A**) ZFP335 expression in naive CD4^+^ T cells (Tcons), Tregs, and Tregs stimulated (stim) with anti-CD3/anti-CD28 Abs and IL-2 for 2 days. (**B**) MFI of ZFP335 in **A**. (**C**) Representative images of 3-week-old WT (*Foxp3^Cre^*) and KO (*Foxp3^Cre^* *Zfp335^fl/fl^*) mice. (**D**) Survival curves for WT and KO mice (*n* = 27). (**E**) ELISA quantification of dsDNA-specific IgG in serum of WT (*n* = 10) and KO (*n* = 9) mice. (**F**) H&E staining of sections of the indicated organs from WT and KO mice (original magnification, ×20). (**G**) Representative images of spleens and peripheral LNs from WT and KO mice. (**H**) Frequencies and numbers of splenic CD4^+^ and CD8^+^ T cells from WT and KO mice (*n* = 3). (**I**–**K**) Frequencies of CD44^+^CD62L^–^ cells (**I**), IFN-γ^+^ cells (**J**), and IL-17^+^ (**K**) in splenic CD4^+^ and CD8^+^ T cells (*n* = 3–4). (**L**) Representative FACS plots of PD-1 and CXCR5 expression in splenic CD4^+^ T cells. (**M**) Number of PD-1^+^CXCR5^+^ cells in splenic CD4^+^ T cells (*n* = 3). (**N**) Representative FACS plots of GL7 and Fas expression in splenic CD19^+^ B cells. (**O**) Number of GL7^+^Fas^+^ GC B cells (*n* = 3). Data are representative of 3 independent experiments and are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 1-way ANOVA with Tukey’s multiple-comparison test (**B**), log-rank (Mantel-Cox) test (**D**), and 2-sided, unpaired *t* test (**E**, **H**–**K**, **M**, and **O**).

**Figure 2:**
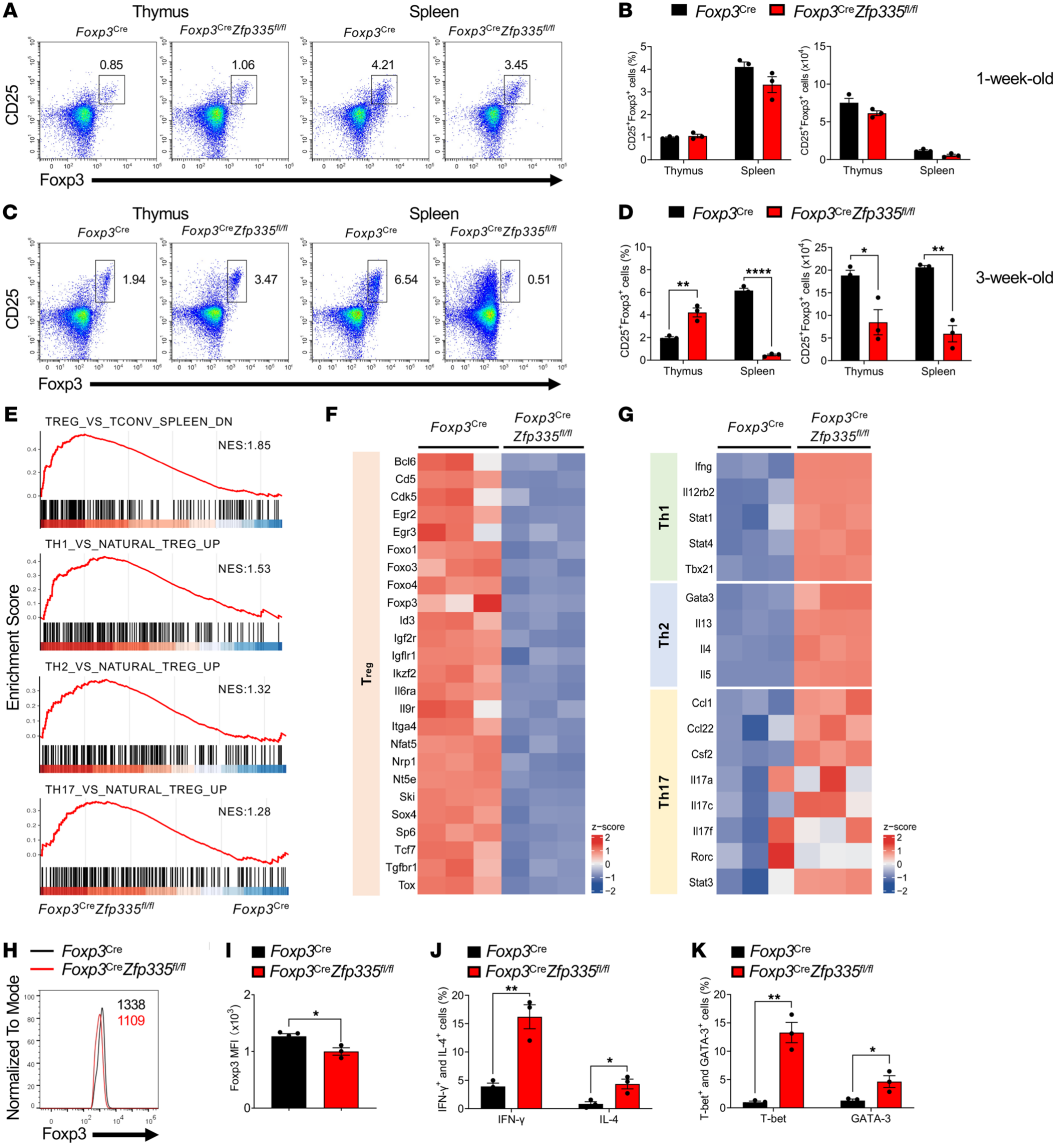
Impaired Treg signatures in Zfp335-deficient mice. (**A** and **B**) Representative FACS plots (**A**) and frequencies (**B**) of CD25^+^Foxp3^+^ Tregs in the thymus and spleen of 1-week-old WT and KO mice (*n* = 3). (**C** and **D**) Representative FACS plots (**C**) and frequencies (**D**) of CD25^+^Foxp3^+^ Tregs in the thymus and spleen of 3-week-old WT and KO mice (*n* = 3). (**E**) GSEA plots depict the identified WT and KO Treg gene sets associated with Th cell signatures. NES, normalized enrichment score. (**F** and **G**) Heatmaps of the DEGs associated with Treg (**F**) and Th1, Th2, and Th17 cell (**G**) differentiation between WT and KO groups. Heatmap colors represent the *z* score values relative to the control. (**H** and **I**) Representative FACS plots of Foxp3 expression (**H**) and MFI of Foxp3 (**I**) in Tregs from 3-week-old WT and KO mice (*n* = 3–4). (**J**) Frequencies of IFN-γ^+^ and IL-4^+^ Tregs in WT and KO mice (*n* = 3). (**K**) Frequencies of T-bet^+^ and GATA-3^+^ Tregs in WT and KO mice (*n* = 3). Data are representative of 3 independent experiments and are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, and ****P ≤ 0.0001, by 2-sided, unpaired *t* test.

**Figure 3:**
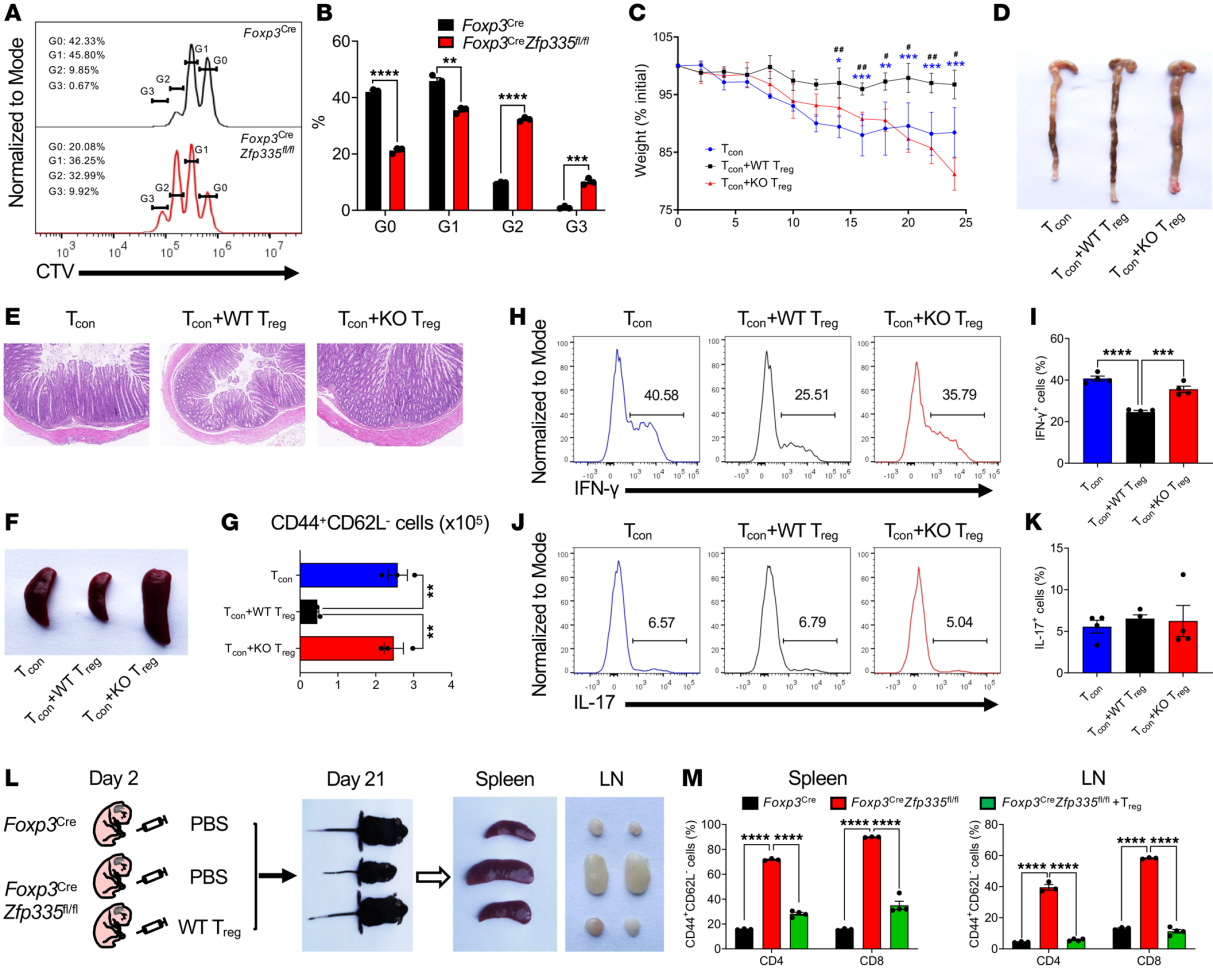
Zfp335 deficiency impairs the suppressive function of Tregs. (**A**) Representative histogram of CTV dilution of naive CD4^+^ T cells stimulated with anti-mCD3 Ab and antigen-presenting cells (APCs) in the presence of WT or KO Tregs for 60 hours. (**B**) Frequencies of each cell division (*n* = 4). (**C**) Frequencies of initial body weights of recipient mice 25 days after transfer with 5 × 10^5^ Tcons alone, or together with 2.5 × 10^5^ WT (Tcon+WT Treg) or KO (Tcon+KO Treg) Tregs. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (Tcon+WT Treg vs. Tcon+KO Treg); ^#^*P* ≤ 0.05 and ^##^*P* ≤ 0.01 (Tcon vs. Tcon+WT Treg). (**D**–**F**) Representative images of colons (**D**), histology images of colon sections (**E**), and images of spleens (**F**) from recipient mice (original magnification, ×8). (**G**) Numbers of CD44^+^CD62L^–^ splenic CD4^+^ T cells (*n* = 3). (**H** and **I**) Representative FACS plots of IFN-γ expression (**H**) and frequencies of IFN-γ^+^ (**I**) in splenic CD4^+^ T cells. (**J** and **K**) Representative FACS plots of IL-17 expression (**J**) and frequencies of IL-17^+^ (**K**) in splenic CD4^+^ T cells (*n* = 4). (**L**) Schematic diagram of Treg transfer assay and images of recipient mice and spleens and LNs 19 days after the transfer. (**M**) Frequencies of CD44^+^CD62L^–^ cells in CD4^+^ and CD8^+^ T cells in spleens (left) and LNs (right) from recipient mice (*n* = 3–4). Data are representative of 2 independent experiments and are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001; ^#^*P* ≤ 0.05 and ^##^*P* ≤ 0.01. Statistical significance was determined by 2-sided, unpaired *t* test (**B** and **C**) and 1-way ANOVA with Tukey’s multiple-comparison test (**G**, **I**, **K**, and **M**).

**Figure 4:**
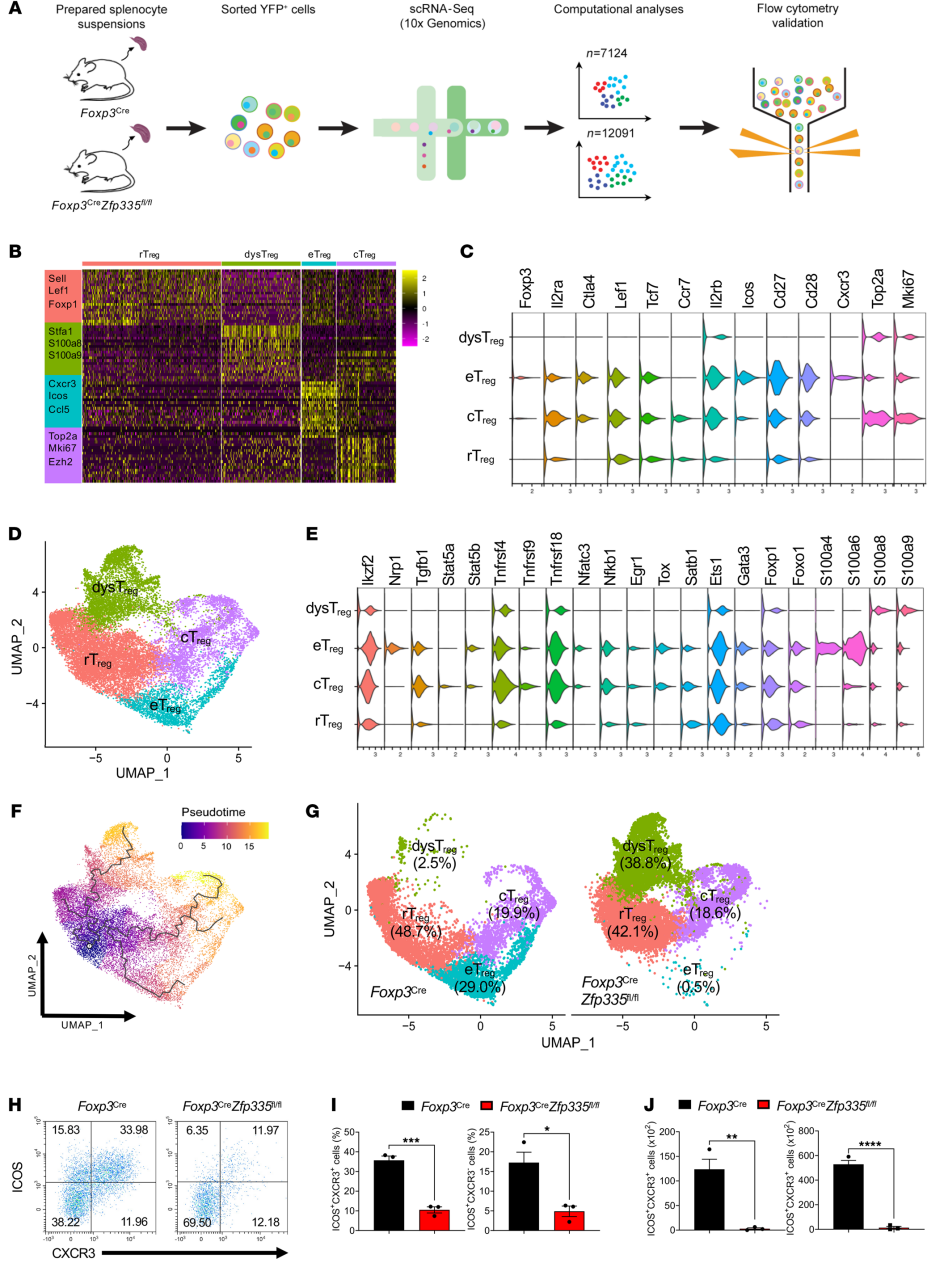
Single-cell transcriptomics delineates distinct Treg populations. (**A**) Schematic diagram of the experimental design, scRNA-Seq, data analysis, and validation. Tregs from 7-day-old WT and KO mice were sorted and subjected to scRNA-Seq by 10x Genomics. (**B**) Heatmap showing the relative expression of marker genes across different immune cell types. (**C**) Violin plots showing the Treg marker genes in each Treg cluster. (**D**) UMAP projections of Treg clusters, color-coded by cluster. (**E**) Violin plots showing the Treg signature genes specifically expressed in each Treg cluster. (**F**) Pseudotime plot shows the progression of 4 Treg populations reconstructed by monocle2 using scRNA-Seq data. (**G**) UMAP projections and percentage of Treg clusters in WT and KO mice. (**H**) Representative FACS plots of ICOS and CXCR3 expression in splenic Tregs from 8-day-old WT and KO mice. (**I** and **J**) Frequencies (**I**) and numbers (**J**) of ICOS^+^CXCR3^+^ (left) and ICOS^+^CXCR3^–^ (right) splenic Tregs (*n* = 3). Gene expression in **B**, **C**, and **E** is represented as the expression of normalized log_2_ (count +1). Data are representative of 3 independent experiments and are shown as the mean ± SEM (**H**–**J**). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 2-sided, unpaired *t* tests (**I** and **J**).

**Figure 5:**
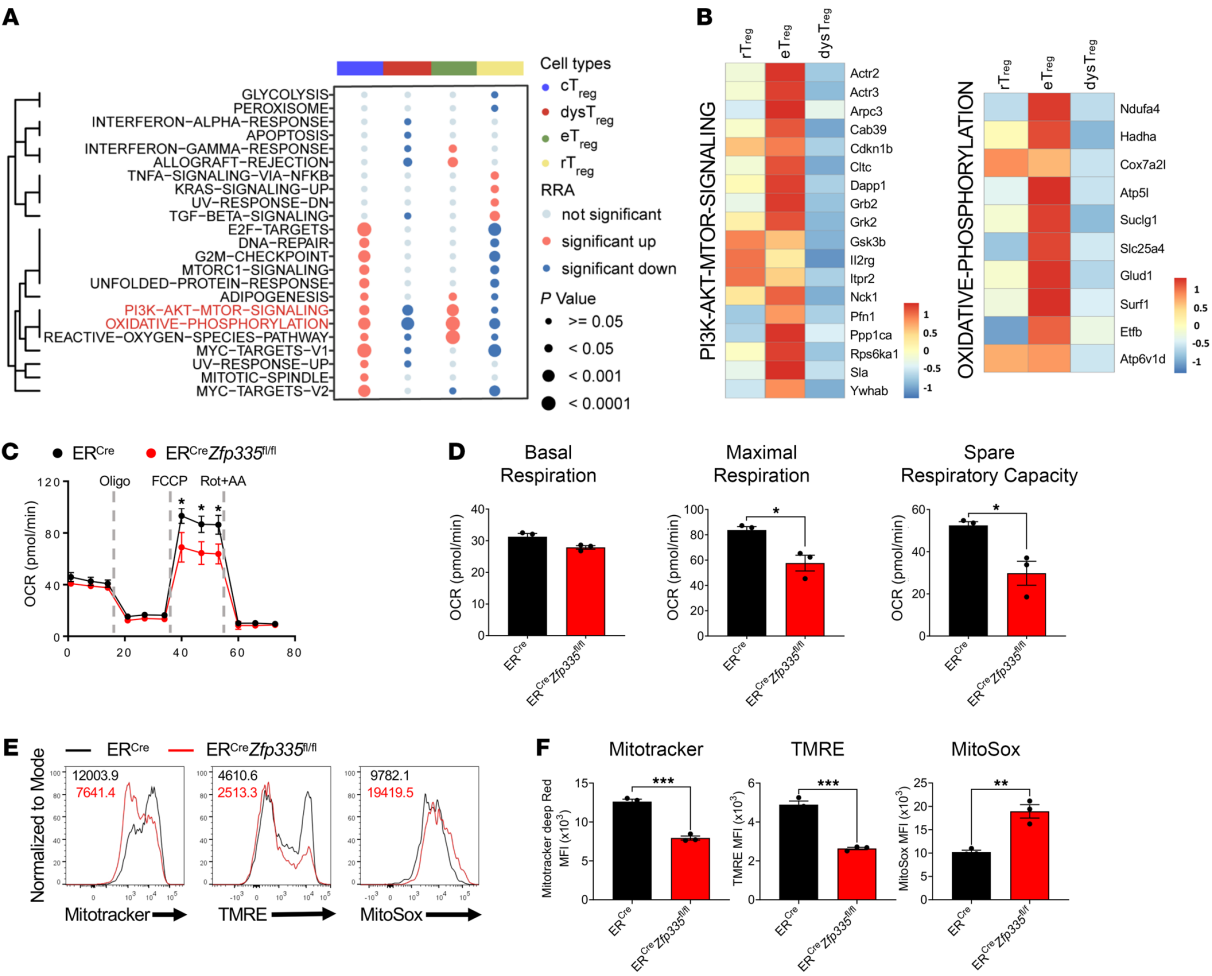
Zfp335 targets metabolism pathways of Tregs. (**A**) Hallmark pathways significantly enriched in rTreg, dysTregs, and eTregs based on RRA scores (see Methods). (**B**) Heatmap shows representative gene expression in PI3K/AKT/MTOR signaling and OXPHOS pathways. (**C**) CD4^+^CD25^+^CD44^–^ICOS^–^ rTregs sorted from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice were activated with anti-mCD3/anti-CD28 Abs and IL-2. After a 12-hour stimulation, Seahorse analysis of the OCR in these cells was performed. Oligomycin (Oligo), FCCP, and rotenone plus antimycin A (Rot+AA) were injected as indicated. (**D**) Quantification of basal respiration, maximal respiration, and spare respiratory capacity in **C** (*n* = 3). (**E**) Representative FACS plots of MitoTracker Deep Red, TMRE, and MitoSox staining in ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* rTregs activated with anti-mCD3/anti-CD28 Abs and IL-2 for 5 days. (**F**) MitoTracker Deep Red, TMRE, and MitoSox MFI in **E** (*n* = 3). Data are representative of 2 or 3 independent experiments and are shown as the mean ± the SEM. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001, by 2-sided, unpaired *t* test.

**Figure 6:**
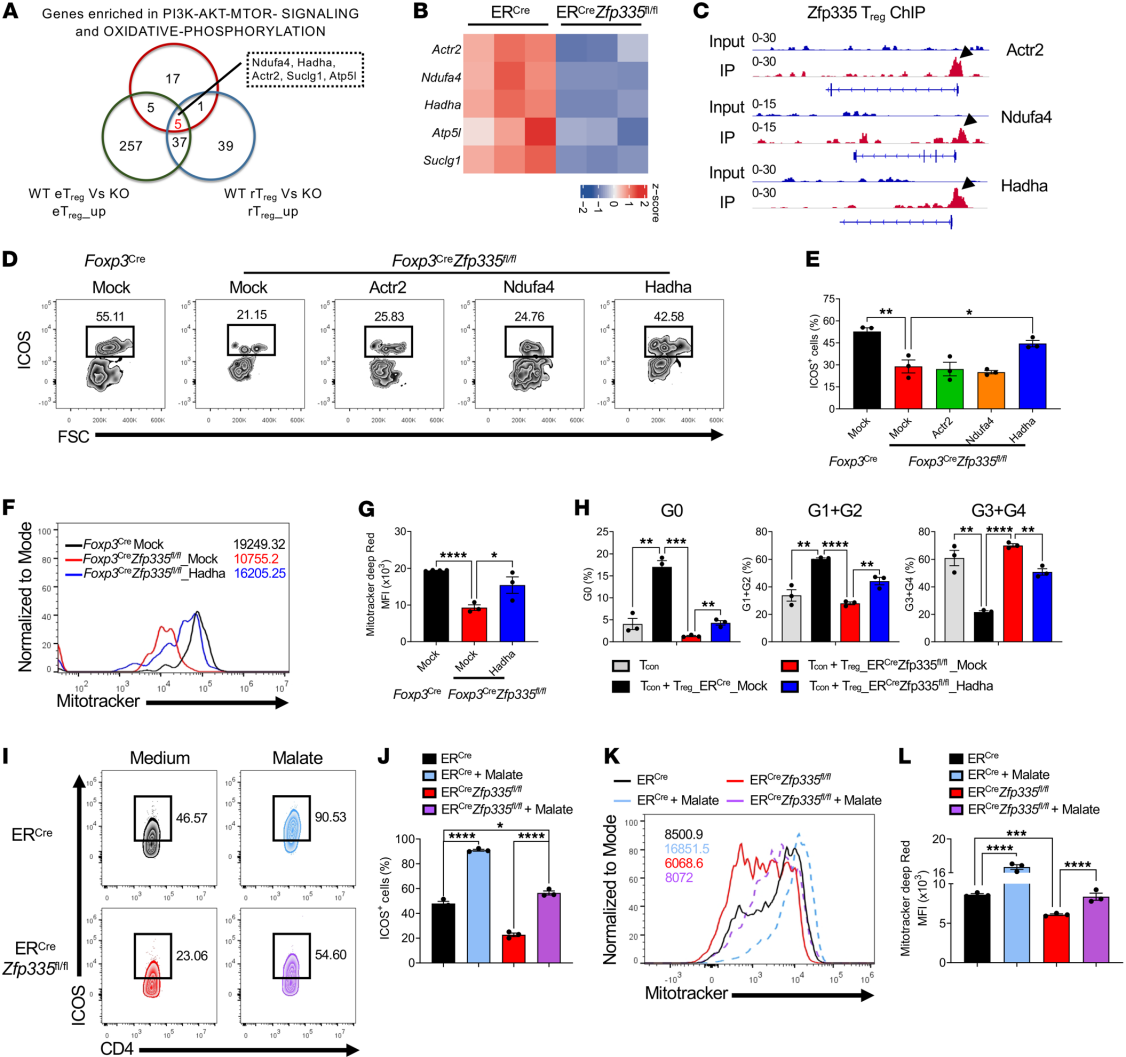
Zfp335 facilitates eTreg differentiation via direct targeting of Hadha. (**A**) Venn diagram shows the genes shared among the upregulated genes in eTregs and rTregs (WT vs. KO) and genes associated with metabolic pathways. (**B**) Heatmaps of the indicated genes between ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* Tregs. (**C**) ChIP-Seq peaks of Zfp335-bound regions in the indicated genes in WT Tregs compared with input. (**D** and **E**) CD4^+^YFP^+^CD44^–^ICOS^–^ Tregs were isolated from 8-day-old WT and KO mice. WT Tregs were transfected with mock, while KO Tregs were transfected with mock, *Ndufa4*, *Hadha*, and *Actr2* for 4 days. Representative FACS plots (**D**) and frequencies (**E**) of ICOS^+^ Tregs in different groups (*n* = 3). (**F** and **G**) Representative FACS plots (**F**) and MFI of MitoTracker Deep Red (**G**) in the indicated groups (*n* = 3). (**H**) Frequencies of each cell division of Tcons alone or in the presence of WT eTregs transfected with mock and KO eTregs transfected with mock or *Hadha*. (**I**–**L**) CD4^+^CD25^+^CD44^–^ICOS^–^ rTregs sorted from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice were activated by anti-CD3/anti-CD28 Abs and IL-2 in the presence or absence of 30 mM malate. Two days later, the cells were collected and subjected to FACS analysis. (**I**) Representative FACS plots of ICOS^+^ Tregs in different groups. (**J**) Frequencies of ICOS^+^ Tregs (*n* = 3). (**K** and **L**) Representative FACS plots (**K**) and MFI of MitoTracker Deep Red (**L**) (*n* = 3). Data are representative of 2 or 3 independent experiments and are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 1-way ANOVA with Tukey’s multiple-comparison test.

**Figure 7:**
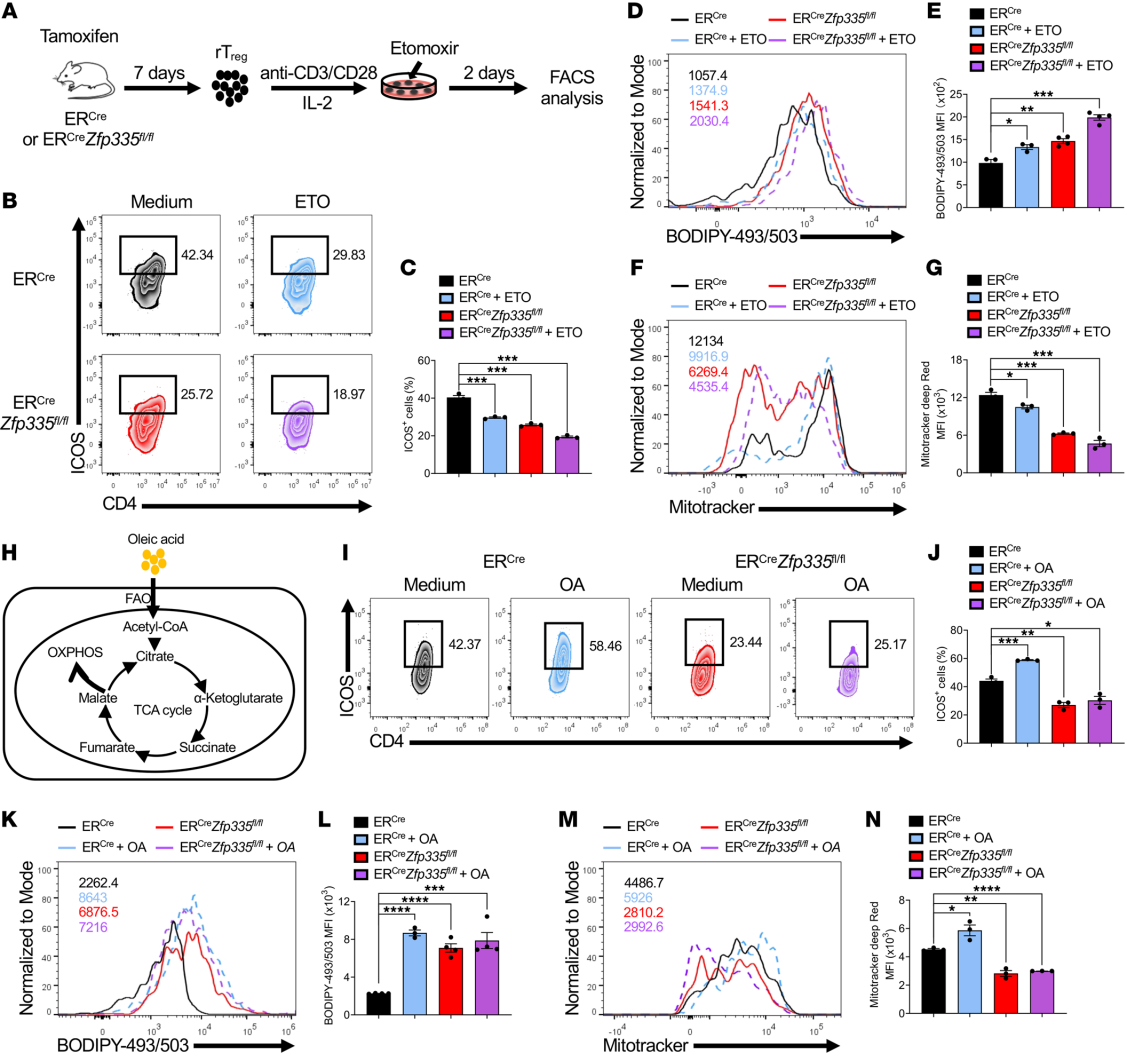
Zfp335-mediated generation of eTregs depends on FAO. (**A**) Schematic diagram of in vitro ETO treatment assay. CD4^+^CD25^+^CD44^–^ICOS^–^ rTregs sorted from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice were activated by anti-CD3/anti-CD28 Abs and IL-2 in the presence or absence of 40 μM ETO. Two days later, the cells were collected and analyzed by FACS. (**B**) Representative FACS plots of ICOS^+^ Tregs in the different groups. (**C**) Frequencies of ICOS^+^ Tregs (*n* = 3). (**D**) Quantification of neutral lipid droplets was evaluated by BODIPY-493/503, and representative FACS plots of BODIPY-493/503 staining are shown. (**E**) MFI of BODIPY-493/503 (*n* = 3–4). (**F**) Representative FACS plots of MitoTracker Deep Red staining. (**G**) MFI of MitoTracker Deep Red (*n* = 3). (**H**) Schematic diagram of the classic pathway of FAO-driven OXPHOS. (**I**–**N**) CD4^+^CD25^+^CD44^–^ICOS^–^ rTregs sorted from ER*^Cre^* and ER*^Cre^* *Zfp335^fl/fl^* mice were activated by anti-CD3/anti-CD28 Abs and IL-2 in the presence or absence of 50 μM oleic acid (OA). Two days later, the cells were collected and analyzed by FACS. (**I**) Representative FACS plots of ICOS^+^ Tregs in the different groups. (**J**) Frequencies of ICOS^+^ Tregs (*n* = 3). (**K**) Quantification of neutral lipid droplets by BODIPY-493/503. (**L**) MFI of BODIPY-493/503 (*n* = 3–4). (**M**) Representative FACS plots of MitoTracker Deep Red staining. (**N**) MFI of MitoTracker Deep Red (*n* = 3). Data represent 2 independent experiments and are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 1-way ANOVA with Tukey’s multiple-comparison test.

**Figure 8:**
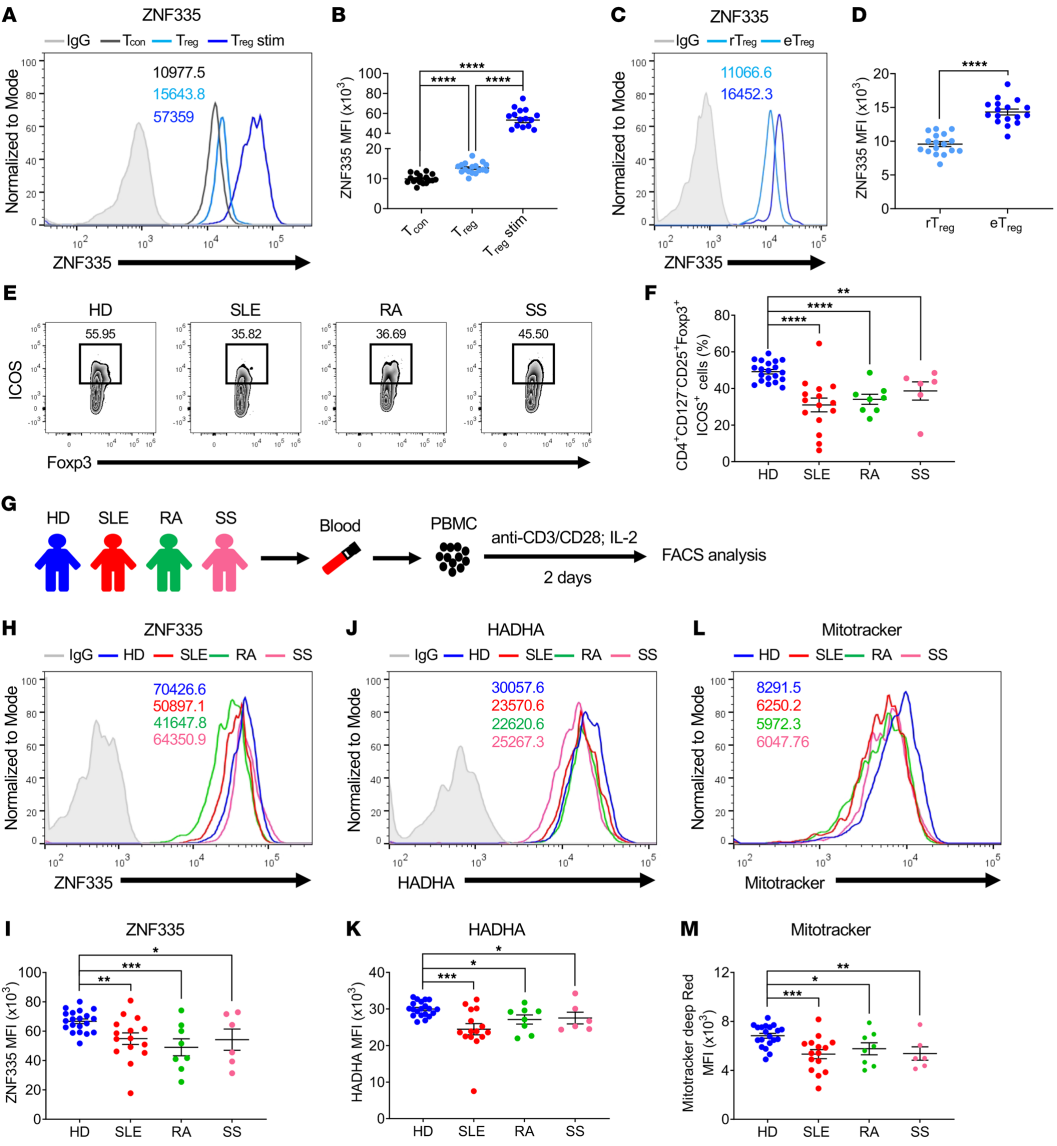
Human ZNF335 expression in eTregs from HDs and patients with autoimmune diseases. (**A** and **B**) ZNF335 expression in Tcons, Tregs, and Tregs from HD PBMCs (*n* = 17) stimulated with anti-CD3/anti-CD28 Abs and IL-2 for 2 days. Representative FACS plots (**A**) and MFI (**B**). (**C** and **D**) ZNF335 expression in rTreg and eTregs from PBMCs of HDs. Representative FACS plots (**C**) and MFI (**D**). (**E**) Representative FACS plots of CD4^+^CD127^–^CD25^+^Foxp3^+^ICOS^+^ cells from HDs (*n* = 20), patients with SLE (*n* = 15), patients with RA (*n* = 8), and patients with SS (*n* = 6). (**F**) Frequencies of CD4^+^CD127^–^CD25^+^Foxp3^+^ICOS^+^ cells in HDs and patients with SLE, RA, or SS. (**G**) PBMCs from peripheral blood of HDs and patients with SLE, RA, or SS were stimulated with anti-CD3/anti-CD28 Abs and IL-2. Two days later, ZNF335 and HADHA expression and MitoTracker Deep Red staining were examined. (**H** and **I**) Representative FACS plots of ZNF335 expression (**H**) and MFI of ZNF335 (**I**) in Tregs from HDs and patients with SLE, RA, or SS. (**J** and **K**) Representative FACS plots (**J**) and MFI of HADHA expression (**K**) in Tregs from HDs and patients with SLE, RA, or SS. (**L** and **M**) Representative FACS plots (**L**) and MFI of MitoTracker Deep Red staining (**M**) in Tregs from HDs and patients with SLE, RA, or SS. Data are shown as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 2-sided, unpaired *t* test (**D**) and Kruskal-Wallis test with the 2-stage step-up procedure of the Benjamini, Krieger, and Yekutieli multiple-comparison test (**B**, **F**, **I**, **K**, and **M**).

# Supplementary material for: Zfp335 establishes eTreg lineage and neonatal immune tolerance by targeting Hadha-mediated fatty acid oxidation
**Source:** J Clin Invest. 2023 Oct 16;133(20):e166628. doi: 10.1172/JCI166628
**Supplement:** Supplemental data

## 1 **Materials and methods**

### 2 *Antibodies*

3 Single-cell preparations were stained with the monoclonal antibodies  
4 purchased from Biolegend (San Diego, CA, USA): APC/Cy7 anti-mCD4 (clone  
5 GK1.5), PE/Cy5 anti-mCD4 (clone GK1.5), PB anti-mCD8 $\alpha$  (clone 53-6.7),  
6 PE/Cy7 anti-mCD8 $\alpha$  (clone 53-6.7), PE/Cy5 anti-mCD8 (clone GK1.5), PE/Cy7  
7 anti-mCD44 (clone IM7), APC anti-mCD62L (clone MEL-14), PE/Cy7 anti-  
8 mIFN- $\gamma$  (clone XMG1.2), PE anti-mIL-17 (clone TC11-18H10.1), PB anti-mIL-  
9 17 (clone TC11-18H10.1), PB anti-mIL4 (clone 11B11), PE anti-mCD25 (clone  
10 PC61), PE/Cy5 anti-mCD25 (clone PC61), APC anti-mFoxp3 (clone MF-14),  
11 PB anti-mFoxp3 (clone MF-14), APC anti-mCD45RB (clone RA3-6B2), PE/Cy7  
12 anti-mLy6c (clone RB6-8C5), PE anti-mCD11b (clone M1/70), PE/Cy7 anti-  
13 mTbet (clone 4B10), PE/Cy5 anti-mGATA-3 (clone 16E10A23), APC/Cy7 anti-  
14 mCD45.1 (clone A20), PE anti-mCD45.2 (clone 104), APC anti-mCD45.2  
15 (clone 104), PE/Cy5 anti-mCD3 (clone 17A2), PE/Cy5 anti-mCD45R/B220  
16 (clone RA3-6B2), PE/Cy5 anti-mCD11b (clone M1/70), PE/Cy5 anti-mCD11c  
17 (clone N418), PE/Cy5 anti-mCD11b (clone M1/70), APC/Cy7 anti-mCD19  
18 (clone 6D5), APC anti-mGL7 (clone), PE anti-mFas (clone SA367H8), PE anti-  
19 mPD1 (clone 29F.1A12), APC anti-mCXCR5 (clone L138D7), PE anti-mICOS  
20 (clone 15F9), PE/Cy5 anti-mICOS (clone 15F9), PE/Cy7 anti-mCXCR3 (clone  
21 S18001A), APC/Cy7 anti-hCD4 (clone RPA-T4), PE/Cy7 anti-hCD25 (clone M-

22 A251), PE anti-hFoxp3 (clone 259D), FITC anti-hCD127 (clone A019D5),  
23 PE/Cy5 anti-hCD45RA (clone HI100), APC anti-hCD45RA (clone HI100), PB  
24 anti-hICOS (clone C398.4A), Pacific Blue™ anti-Annexin V (Cat # 640918), and  
25 the Fixation/Permeabilization Solution Kit (Cat # 554722). PE anti-Ki67  
26 monoclonal antibody (clone SolA15) and Transcription Factor  
27 Fixation/Permeabilization Concentrate and Diluent were purchased from  
28 eBioscience (San Diego, CA, USA).

29

### 30 *Flow cytometry*

31 For analysis of surface markers, cells were stained in PBS containing 2% FBS  
32 on ice for 30min. For analysis of intracellular cytokine staining, cells were  
33 stimulated for 4 h *in vitro* with PMA/Ionomycin in the presence of brefeldin A  
34 and monensin. The stimulated cells were fixed and permeabilized using a  
35 Fixation/Permeabilization Solution Kit (Biolegend).

36

37 For analysis of mitochondrial mass, membrane potential and ROS production,  
38 cells were stained with 100nM MitoTracker deep Red, 500nM  
39 Tetramethylrhodamin-Ethylester (TMRE) and 2.5 µM MitoSox for 30 min at  
40 37°C°, respectively (Invitrogen). Lipid uptake and neutral lipid content were  
41 measured using the green fluorescent fatty acid BODIPY-FL-C16 (Invitrogen)  
42 and BODIPY-493/503 reagent (Shanghai maokang biotechnology Co., LTD).

43 T<sub>reg</sub> cells were incubated with 3uM BODIPY-FL-C16 and 2 μM BODIPY-  
44 493/503 for 30 min at 37C°. After the incubation, the cells were washed in RPMI  
45 1640 medium with 2% FBS and continued for staining surface markers at room  
46 temperature in dark.

47

48 All samples were analyzed using a CytoFLEX flow cytometer (BECKMAN  
49 COULTER). FlowJo software and CytExpert software were used for data  
50 analysis. Cells were sorted with a FACS Aria (BD Biosciences).

51

#### 52 *RNA isolation and quantitative PCR (qPCR)*

53 Total RNA was extracted with a RNeasy Mini Kit (Qiagen), according to the  
54 manufacturer's instruction. cDNA was reverse transcribed using the cDNA  
55 synthesis kit (TOYOBO) and amplified with SYBR Green RT-qPCR Mastermix  
56 (GenStar) at StepOnePlus™ Real-Time PCR System (ThermoFisher). Primer  
57 sequences used in this study were summarized in Supplemental table 5.

58

#### 59 *HE staining and histopathology*

60 Lungs, livers, kidneys, ears, pancreas, salivary glands, thymi, hearts and  
61 lacrimal glands were removed from 3-week-old WT and KO mice. Colons were  
62 removed from 3-week-old WT and KO mice or mice as mentioned in colitis  
63 model. Samples were formalin fixed, paraffin embedded and stained with

haematoxylin and eosin before tissue histology. Photomicrographs were taken at x20 or x5 magnifications.

#### *ELISA for autoantibody*

Serum samples were collected from 3-week-old WT and KO mice. Autoantibodies (anti-dsDNA) were measured using a detection kit from Alpha Diagnostic International (5110) according to the manufacturer's instructions.

#### *T<sub>reg</sub> suppression assay in vitro*

CD4<sup>+</sup> T cells were enriched from spleen and LN of WT mice using MojoSort™ Mouse CD4 Naïve T Cell Isolation Kit (Biolegend). CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells and CD4<sup>+</sup>CD25<sup>-</sup>CD44<sup>-</sup>CD62L<sup>+</sup> naïve T cells were sorted on FACS Aria II (BD Bioscience) cell sorter. Naïve T cells were labelled with 5μM CellTraceViolet (CTV) (Biolegend) at 37°C for 15min, followed by three washes, and mixed with WT or KO CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells in a 96-well plate stimulated with purified 2μg/ml anti-CD3 antibody in RPMI medium supplemented with 10% FBS (HyClone), 1% penicillin and streptomycin and 50 μM β-mercaptoethanol (Sigma-Aldrich). After 60h, the proliferation of conventional T cells was analyzed by CytoFLEX flow cytometer (BECKMAN COULTER).

86 *T<sub>reg</sub> cell adoptive transfer assay*

87 T<sub>reg</sub> cells were sorted using FACSARIA II (BD Bioscience) cell sorter. For T<sub>reg</sub>  
88 cell functionality, 1.8x10<sup>6</sup> WT T<sub>reg</sub> cells from CD45.1<sup>+</sup> mice were sorted and  
89 intraperitoneal (i.p.) injected into 2-day-old KO (*Foxp3<sup>Cre</sup>Zfp335<sup>fl/fl</sup>*) pups for 19  
90 days.

91

92 *Retroviral transduction of T<sub>reg</sub> cells*

93 Retroviruses were produced from 293-derived BOSC cells transfected with  
94 tdTomato control (Mock), tdTomato-*Ndufa4*, tdTomato-*Hadha* and tdTomato-  
95 *Actr2* plasmids. For retroviral transduction, CD4<sup>+</sup>YFP<sup>+</sup>CD44<sup>-</sup>ICOS<sup>-</sup> T<sub>reg</sub> cells  
96 were sorted and activated with Dynabeads Mouse T-Activator CD3/CD28  
97 (ThermoFisher) at a bead-to-cell ratio of 2:1 and 500U/ml IL-2. Transduction  
98 was performed 20 hours after activation by centrifugation (2500rpm for 1.5  
99 hours at 37°C) in the presence of retroviral supernatants, 8µg/ml polybrene and  
100 500U/ml IL-2. After spin infection, supernatants were replaced by RPMI  
101 medium with 10% FBS supplemented with 500U/ml IL-2. T<sub>reg</sub> cells were  
102 collected 4 days after transfection for ICOS expression by flow cytometry.

103

104 *Malate supplementation in vitro*

105 For malate treatment in vitro, resting T<sub>reg</sub> (rT<sub>reg</sub>) cells purified from Tamoxifen  
106 treated-ER<sup>Cre</sup> and ER<sup>Cre</sup>*Zfp335<sup>fl/fl</sup>* mice were sorted and activated with 5µg/ml  
107 anti-CD3 Ab, 2µg/ml anti-CD28 Ab and 500U/ml IL-2, and supplemented with

or without 30 mM malate. 72h later, cells were collected and analyzed by flow cytometry.

#### *In vitro Etomoxir treatment*

To measure the effect of FAO inhibitor etomoxir (ETO; Selleck) on effector T<sub>reg</sub> (eT<sub>reg</sub>) differentiation, sorted resting T<sub>reg</sub> (rT<sub>reg</sub>) cells were activated by 5µg/ml anti-CD3 Ab, 2µg/ml anti-CD28Ab and 500U/ml IL-2 for 2 days in the presence or absence of 40uM ETO.

#### *In vitro fatty acid supplementation*

Sodium oleate (Sigma) was dissolved in PBS and stocked at 25 mM. Oleate was then dissolved by heating in a metal bath at 70C° and conjugated with RPMI 1640 medium supplemented with 1.6% FA-free BSA. Purified rT<sub>reg</sub> cells were activated by 5µg/ml anti-CD3 Ab, 2µg/ml anti-CD28 Ab and 500U/ml IL-2 for 2-3 days in the presence or absence of 50uM sodium oleate. The cells were then collected and applied for flow cytometry analysis.

#### *Chromatin Immunoprecipitation*

2.5×10<sup>7</sup> T<sub>reg</sub> cells were sorted from the lymph nodes of WT mice on FACSaria II (BD Bioscience) cell sorter. Millipore 17–10085 Chromatin Immunoprecipitation (ChIP) kit and anti-Zfp335 antibody (Novus) were used in the ChIP assay. Immunoprecipitated DNA was used for Illumina ChIP-seq

sample preparation. In brief,  $2.5 \times 10^7$  cells were crosslinked to chromatin with 1% formaldehyde. Reaction was stopped with 0.125M glycine. The cells were resuspended in cold nuclear lysis buffer and the chromatin was sonicated to yield fragments of ~300-500bp size, followed by overnight incubation with immunoprecipitation-grade anti-Zfp335 antibody and Magnetic Protein A/G Beads. The following day, beads were sequentially washed by low-salt, high-salt, LiCl, and TE buffers. Bound complexes were eluted in 150 $\mu$ l of elution buffer at 62°C for 2h with shaking, followed by reversal of formaldehyde crosslinking at 95°C for 10 minutes. DNA was eventually purified with spin columns.

Immunoprecipitated DNA concentration was detected by the Qubit DNA broad range assay in the Qubit Fluorometer (Invitrogen). 10ng immunoprecipitated DNA was prepared for sequencing using the Illumina ChIP-seq sample preparation protocol. The library products were enriched quantified and finally sequenced on Novaseq 6000 sequencer (Illumina) with PE150 model. Raw sequencing data were filtered by Trimmomatic (version 0.36). FastQ reads were aligned to the ensemble mouse genome (GRCm38) with STAR software (version 2.5.3a) using default settings. The MACS2 software (Version 2.1.1) was used to process peak calling. The library products corresponding to 200-500 bps were enriched, quantified and finally sequenced on Novaseq 6000

sequencer (Illumina) with PE150 model. Genomic graphs were generated and viewed with the IGV (Integrative Genomics Viewer).

#### *Bulk RNA-seq data analysis*

Total RNA was isolated from CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells of 2-week-old *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Zfp335*<sup>fl/fl</sup> mice and used for RNA sequencing analysis. Firstly, the bulk RNA-seq data were filtered by using SAOPnuke (version 1.5.6) (1) with parameters “-l 15 -q 0.2 -n 0.05 -Q 2”. After removing low-quality bases RNAs, the clean data were mapped to mouse genome (mm10) by using HISAT2 (2) with parameters “-k 1 -p 4 -q --no-unal --dta --un-conc-gz”. Then the expression levels of each gene were calculated by the transcripts per kilobase of exon model per million mapped reads (TPM) by using StringTie (3) with parameters “-t -C -e -B -A -p 1”. The final TPM matrix of all samples was used for subsequent analysis. 

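TPM divides the reads assigned to a gene by the length of its transcripts and then scales each library to the same total, so that genes of different length can be set side by side within a library. HISAT2 places reads on the genome and StringTie assigns them to annotated transcripts; with the setting that keeps a single alignment per read, a read that matches a gene and its pseudogene equally well is given to only one of them. These steps are described for Tregs of 2-week-old Foxp3Cre mice, whose differentially expressed genes are listed in Supplemental Table 1. That experiment is not analysed here.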

A 1.5-fold variance in expression levels, a P value less than 0.05, and an adjusted P value less than 0.1 were used as cutoffs to define differentially expressed genes. The P value and adjusted P value were calculated using R software (DESeq2) (4).

#### *Single-cell RNA sequencing processing*

The spleens were dissociated into single-cell suspensions with the following procedure: Spleens were processed with the flat end of a syringe in a 100 mm

culture dish containing 5 ml cold FACS buffer (2% FBS in PBS), then passed through a 70 µm cell strainer into a 15 ml tube. Cells were centrifuged to remove the supernatant. Cell pellets were treated with 1ml ACK (Ammonium-Chloride-Potassium) Lysing Buffer to remove the red blood cells. After washing with 10 ml cold FACS buffer, the remaining cells were stained with 7AAD (Part 76332; Lot B226294 Biolegend) for 30 min at 4 °C before flow cytometric sorting using FACS Aria II Cell Sorter (BD Biosciences). The sorted CD4<sup>+</sup>YFP<sup>+</sup>7AAD<sup>-</sup> cells with a viability higher than 90% were used for 10X genomics scRNA-seq. Furthermore, the single-cell library preparation was constructed using 10X Chromium Single Cell V3 Reagent Kits according to the manufacturer's protocol. Cell Ranger (V5.0.1, <https://support.10xgenomics.com/>) was used to process scRNA-seq data and generate the matrix data containing gene counts for each cell per sample. Briefly, the 10X sequencing data were mapped to the mouse genome (mm10) which downloaded from 10X Genomics and generated the unique molecular identifiers (UMI) matrix of each cell by using Cell Ranger (version 5.0.1) count pipeline.

#### *GO, KEGG and Gene Set Enrichment Analysis*

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed using clusterProfiler (V3.18) package using genes specifically expressed in indicated T<sub>reg</sub> cell cluster. Gene Set

Enrichment Analysis (GSEA) analysis was performed for each cell subpopulation using the scaled gene expression matrix and GSEA package (V.4.1) available at Molecular Signatures Database (MSigDB, <https://www.gseamsigdb.org/gsea/downloads.jsp>) with default parameters.

### *Single-cell trajectory analysis*

To reveal the differentiation relationship of various T<sub>reg</sub> subsets, Monocle (v3) (5) was used for pseudotime analysis. The Seurat object was converted to a Monocle3 object using `as.cell_data_set` function. Then `cluster_Cells` and `learn_graph` functions were used to construct developmental trajectories in UMAP. The `get_earliest_principal_node` helper function as was used to assign a node for which the highest fraction of closest cells belonged to the rT<sub>reg</sub> cluster as the root node. Then, the '`order_cells`' function was used to order cells and the `plot_cells` function was used to visualize the trajectory in two-dimensional spaces.

### *Hallmark Gene Set score quantification*

To score individual cells for Hallmark pathway activities, we used multi-previously described methods analyzing different T<sub>reg</sub> subsets data. Firstly, the mouse Hallmark Gene Sets transformed from the human genes were used from `msigdb` package, and gene sets were then used to score each cell. To

eliminate the bias of sample background information, we selected gene set enrichment analysis methods based on single cell gene expression ranking AUCell (6), UCell (7), singscore (8) and ssGSEA (9). Of note, ssGSEA cancels the final standardization step, making it closer to the gene set enrichment analysis of a single cell. In addition, to evaluate whether the gene set is enriched in a certain cell subpopulation, we calculated the differential gene set in the enrichment score matrix by Wilcox test (the filter criterion for differential genes is that the P value after correction is less than 0.05). Finally, we used the rank aggregation algorithm (RRA) in the RobustRankAggreg package (10) (version 1.1.0) to comprehensively evaluate the results of the difference analysis, and screen out the genes that are significantly enriched in most gene set enrichment analysis methods Set (the filter criterion for comprehensive evaluation is P value less than 0.05).

## References

1. Chen Y, Chen Y, Shi C, Huang Z, Zhang Y, Li S, et al. SOAPnuke: a MapReduce acceleration-supported software for integrated quality control and preprocessing of high-throughput sequencing data. *Gigascience*. 2018;7(1):1-6.
2. Pertea M, Kim D, Pertea GM, Leek JT, and Salzberg SL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc*. 2016;11(9):1650-67.
3. Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, and Salzberg SL. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol*. 2015;33(3):290-5.
4. Love MI, Huber W, and Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.

- 240 5. Cao J, Spielmann M, Qiu X, Huang X, Ibrahim DM, Hill AJ, et al. The single-  
241 cell transcriptional landscape of mammalian organogenesis. *Nature*.  
242 2019;566(7745):496-502.
- 243 6. Aibar S, Gonzalez-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H,  
244 Hulselmans G, et al. SCENIC: single-cell regulatory network inference and  
245 clustering. *Nat Methods*. 2017;14(11):1083-6.
- 246 7. Andreatta M, and Carmona SJ. UCell: Robust and scalable single-cell gene  
247 signature scoring. *Comput Struct Biotechnol J*. 2021;19:3796-8.
- 248 8. Foroutan M, Bhuva DD, Lyu R, Horan K, Cursons J, and Davis MJ. Single  
249 sample scoring of molecular phenotypes. *BMC Bioinformatics*. 2018;19(1):404.
- 250 9. Hanzelmann S, Castelo R, and Guinney J. GSVA: gene set variation analysis  
251 for microarray and RNA-seq data. *BMC Bioinformatics*. 2013;14:7.
- 252 10. Kolde R, Laur S, Adler P, and Vilo J. Robust rank aggregation for gene list  
253 integration and meta-analysis. *Bioinformatics*. 2012;28(4):573-80.

254

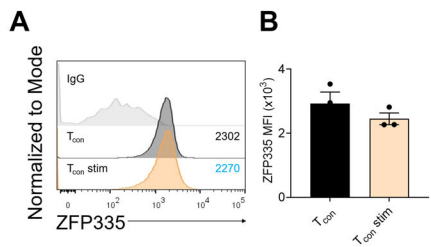

**Supplemental Figure 1. ZFP335 expression in CD4<sup>+</sup> conventional cells (T<sub>con</sub>).** (A) Histograms for ZFP335 expression in T<sub>con</sub> cells with or without stimulation with anti-CD3/CD28 Abs and IL-2 for 2 days. (B) Mean fluorescence intensity (MFI) of ZFP335 for (A) ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test.

**A**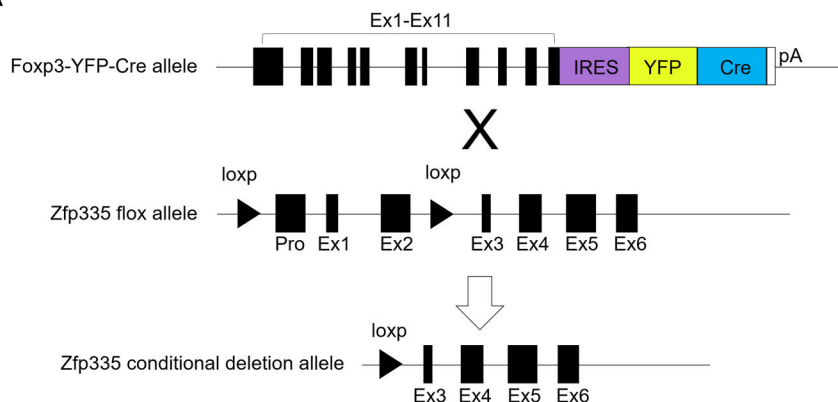**B**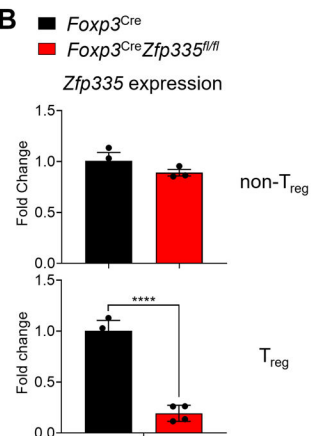

**Supplemental Figure 2. Verification of  $T_{reg}$ -specific *Zfp335*-deficient mouse strain.** (A) The strategy for generating  $T_{reg}$ -specific *Zfp335*-deficient mice. *Zfp335*<sup>fl/fl</sup> mice were crossed with *Foxp3*<sup>YFP-Cre</sup> (*Foxp3*<sup>Cre</sup>, WT) mice to generate *Foxp3*<sup>YFP-Cre</sup>*Zfp335*<sup>fl/fl</sup> (*Foxp3*<sup>Cre</sup>*Zfp335*<sup>fl/fl</sup>, KO) mice. (B) Relative changes of mRNA expression of *Zfp335* in CD4<sup>+</sup>YFP<sup>-</sup> non- $T_{reg}$  and CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup>  $T_{reg}$  cells from WT and KO mice ( $n = 3-4$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \*\*\*\* $P \leq 0.0001$ .

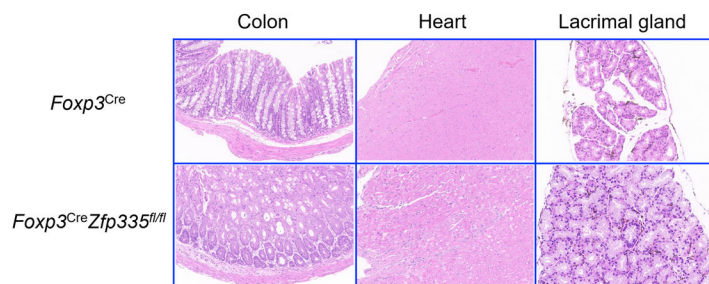

**Supplemental Figure 3. Histological analysis of mouse organs.** Hematoxylin and eosin (H&E) staining of colon, heart and lacrimal gland sections from 3-week-old WT and KO mice (magnification, x20; Scale bar = 50  $\mu$ m).

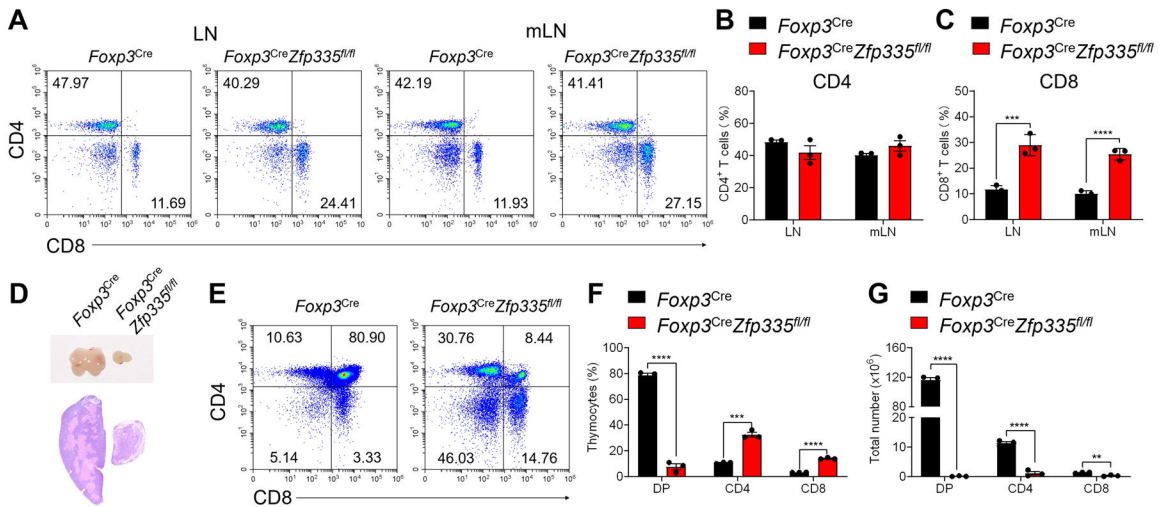

**Supplemental Figure 4. Effect of Zfp335 deletion on cell proportions in thymi and peripheral lymphoid organs.** (A) Representative FACS plots of CD4 and CD8 expression in LN (Left) and mLN (Right) from 3-week-old WT and KO mice. (B and C) Statistical frequencies of CD4<sup>+</sup> (B) and CD8<sup>+</sup> (C) T cells in LN and mLN ( $n = 3$ ). (D) Representative image (Top) and HE staining (Bottom) of thymi from 3-week-old WT and KO mice (magnification, x2.5; Scale bar = 500  $\mu$ m). (E) Representative FACS plots of CD4 and CD8 expression in thymocytes from 3-week-old WT and KO mice. (F and G) Statistical frequencies (F) and cell numbers (G) of CD4<sup>+</sup>CD8<sup>+</sup> (DP), CD4<sup>+</sup> and CD8<sup>+</sup> thymocytes ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

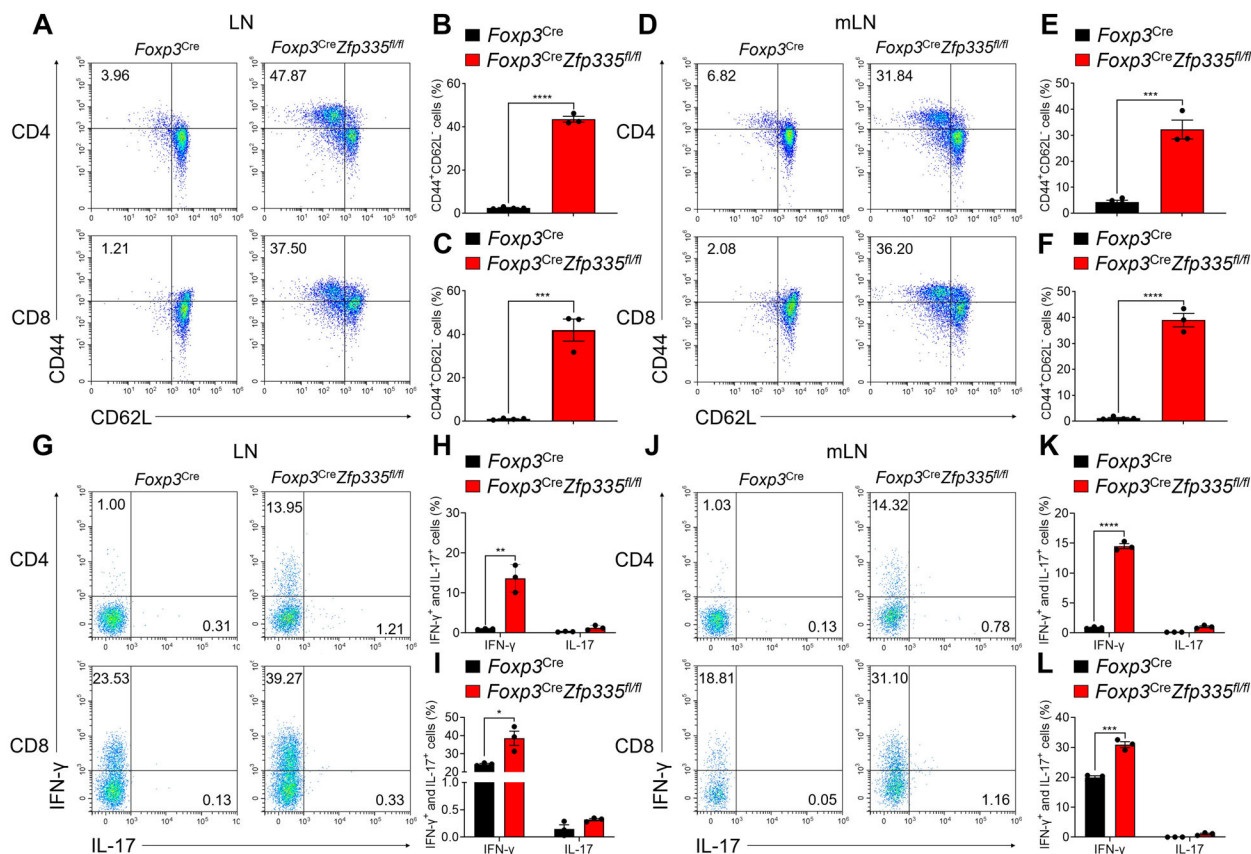

**Supplemental Figure 5. Effector T cell analysis in *Foxp3<sup>Cre</sup>Zfp335<sup>fl/fl</sup>* mice.** (A) Representative FACS plots of CD44 and CD62L expression in CD4<sup>+</sup> and CD8<sup>+</sup> T cells from LN of 3-week-old WT and KO mice. (B and C) Statistical frequencies of CD44<sup>+</sup>CD62L<sup>-</sup> cells in CD4<sup>+</sup> (B) and CD8<sup>+</sup> (C) T cells from LN ( $n = 3-4$ ). (D) Representative FACS plots of CD44 and CD62L expression in CD4<sup>+</sup> and CD8<sup>+</sup> T cells from mLN of 3-week-old WT and KO mice. (E and F) Statistical frequencies of CD44<sup>+</sup>CD62L<sup>-</sup> cells in CD4<sup>+</sup> (E) and CD8<sup>+</sup> (F) T cells from mLN ( $n = 3-4$ ). (G) Representative FACS plots of IFN- $\gamma$  and IL-17 expression in CD4<sup>+</sup> and CD8<sup>+</sup> T cells from LN of 3-week-old WT and KO mice. (H and I) Statistical frequencies of IFN- $\gamma$ <sup>+</sup> and IL-17<sup>+</sup> cells in CD4<sup>+</sup> (H) and CD8<sup>+</sup> (I) T cells from LN ( $n = 3$ ). (J) Representative FACS plots of IFN- $\gamma$  and IL-17 expression in CD4<sup>+</sup> and CD8<sup>+</sup> T cells from mLN of 3-week-old WT and KO mice. (K and L) Statistical frequencies of IFN- $\gamma$ <sup>+</sup> and IL-17<sup>+</sup> cells in CD4<sup>+</sup> (K) and CD8<sup>+</sup> (L) T cells from mLN ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

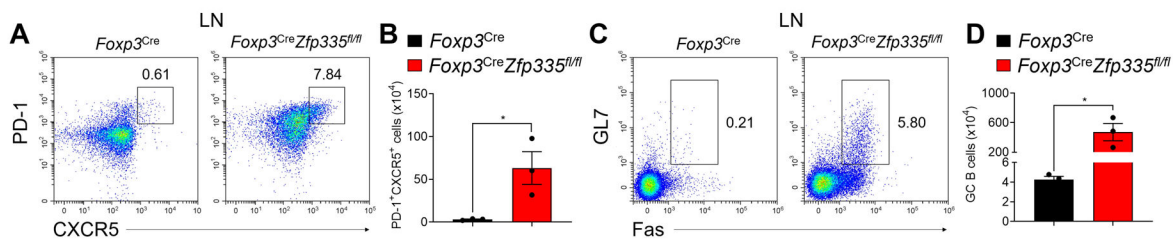

**Supplemental Figure 6. Analysis of germinal center in the LN of *Foxp3<sup>Cre</sup>Zfp335<sup>fl/fl</sup>* mice.** (A) Representative FACS plots of PD-1 and CXCR5 expression in CD4<sup>+</sup> T cells from LN. (B) Cell number of PD-1<sup>+</sup>CXCR5<sup>+</sup> cells in CD4<sup>+</sup> T cells from LN ( $n = 3$ ). (C) Representative FACS plots of GL7 and Fas expression in CD19<sup>+</sup> B cells from LN. (D) Cell number of GL7<sup>+</sup>Fas<sup>+</sup> (GC B) cells ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \* $P \leq 0.05$ .

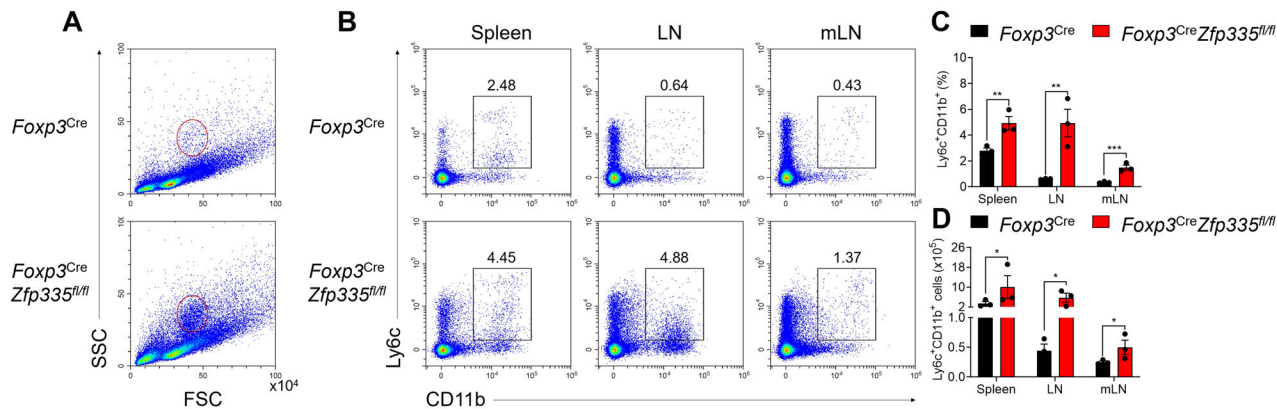

**Supplemental Figure 7. Increased proportion of myeloid cells in *Foxp3<sup>Cre</sup>Zfp335<sup>fl/fl</sup>* mice.** (A) Representative FACS plots of FSC and SSC with gating strategy in splenocytes of 3-week-old WT and KO mice. (B) Representative FACS plots of Ly6c and CD11b expression in cells from spleen, LN and mLN. (C and D) Statistical frequencies (C) and numbers (D) of Ly6c<sup>+</sup> CD11b<sup>+</sup> cells ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ .

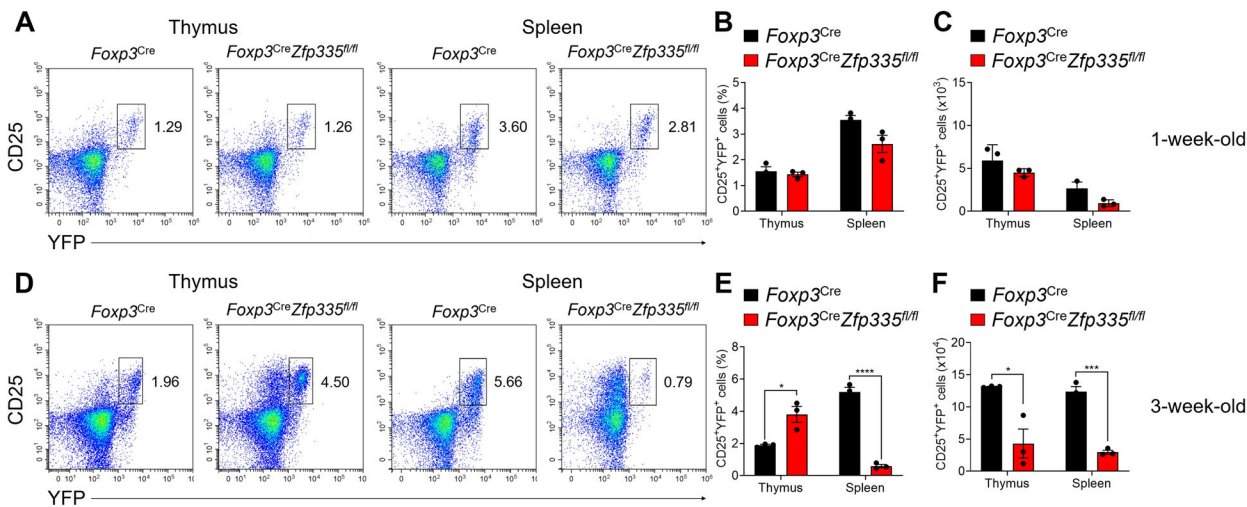

**Supplemental Figure 8. Effect of Zfp335 deletion on T<sub>reg</sub> cell population in the thymus and spleen.** (A) Representative FACS plots of CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells in the thymus and spleen of 1-week-old WT and KO mice. (B and C) Statistical frequencies (B) and numbers (C) of CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells in the thymus and spleen ( $n = 3$ ). (D) Representative FACS plots of CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells in the thymus and spleen of 3-week-old WT and KO mice. (E and F) Statistical frequencies (E) and numbers (F) of CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells in the thymus and spleen ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \* $P \leq 0.05$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

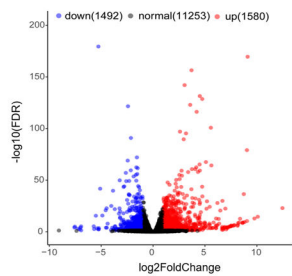

**Supplemental Figure 9. Volcano plot of Zfp335-sufficient and -deficient T<sub>reg</sub> cells.** Volcano plot showing the gene signature of *Foxp3<sup>Cre</sup>* and *Foxp3<sup>Cre</sup>Zfp335<sup>fl/fl</sup>* T<sub>reg</sub> cells. X-axis represents log2-transformed fold change. Y-axis represents -log10 transformed significance. Red points represent up-regulated DEGs. Blue points represent down-regulated DEGs.

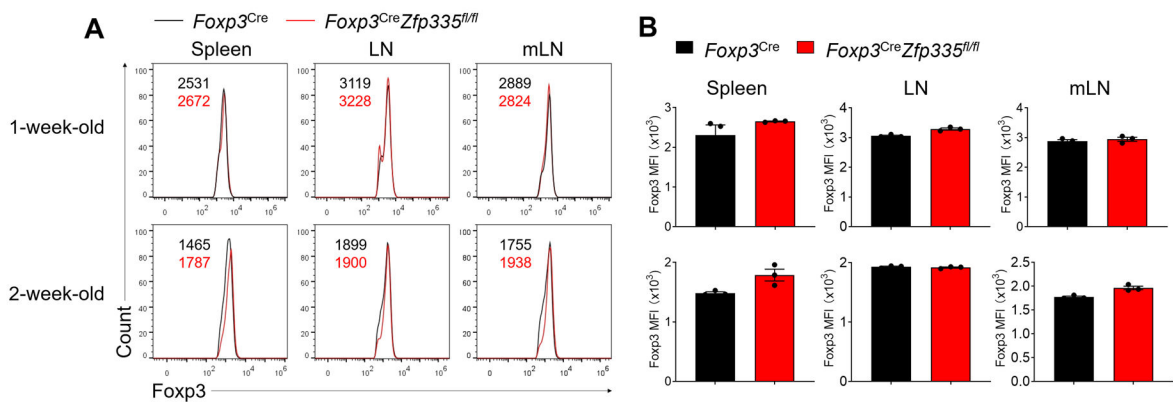

**Supplemental Figure 10. Foxp3 protein expression in Zfp335-deficient  $T_{reg}$  cells. (A)** Representative histogram of Foxp3 expression in  $T_{reg}$  cells from spleen, LN and mLN of WT and KO (*Foxp3*<sup>Cre</sup>*Zfp335*<sup>fl/fl</sup>) mice at 1- and 2-week age. **(B)** MFI of Foxp3 in (a) ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test.

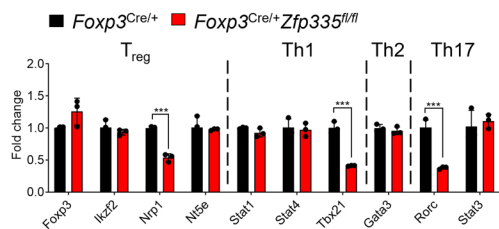

**Supplemental Figure 11. Expression of genes related with different Th lineages in heterozygous *Foxp3*<sup>Cre/+</sup>*ZFP335*<sup>fl/fl</sup> female mice.** Relative changes of mRNA expression of genes associated with T<sub>reg</sub>, Th1, Th2 and Th17 lineage signature in CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells from *Foxp3*<sup>Cre/+</sup> control and heterozygous *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice (*n* = 3). Data are representative of three independent experiments shown as the mean ± s.e.m. Statistical analysis is depicted as two-sided, unpaired *t* test.

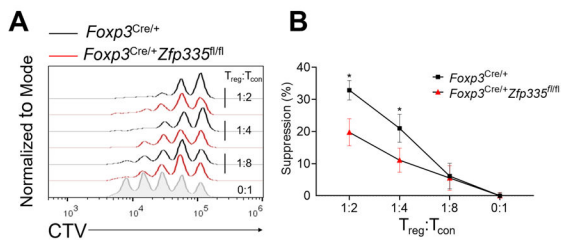

**Supplemental Figure 12. Zfp335 deficiency impairs suppressive function of  $T_{reg}$  cells in vitro.** (A) Representative histogram of CellTrace Violet (CTV) dilution of  $T_{con}$  cells. Naïve  $CD4^+$  T cells were stimulated with anti-mCD3 Ab and APC cells in the presence of  $T_{reg}$  cells from *Fxp3<sup>Cre/+</sup>* or *Fxp3<sup>Cre/+</sup> Zfp335<sup>fl/fl</sup>* mice for 60h. The different ratios of  $T_{reg}$  vs  $T_{con}$  cells were included. (B) Percentage of suppression by  $T_{reg}$  cells ( $n = 3$ ). Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test;  $*P \leq 0.05$ .

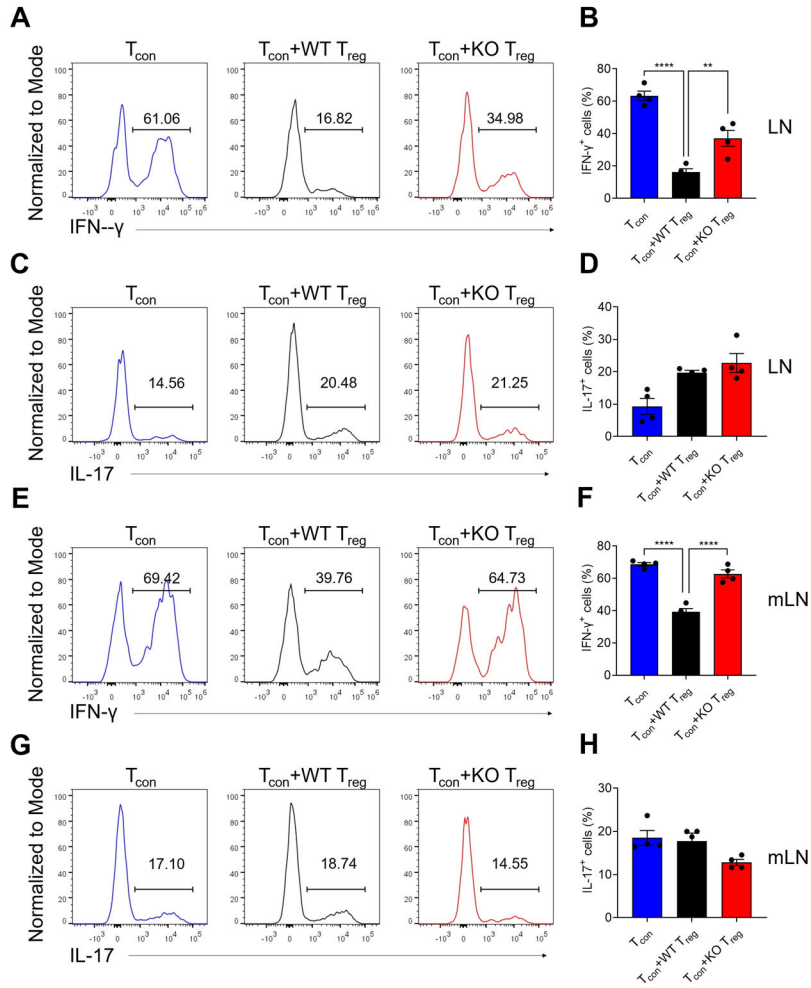

**Supplemental Figure 13. Impaired suppressive function of Zfp335 deficient T<sub>reg</sub> cells in colitis model.** Colitis model induced by adoptive transfer of wild-type naïve (CD4<sup>+</sup>CD25<sup>-</sup>CD45RB<sup>hi</sup>) T cells together with either PBS (T<sub>con</sub>,  $n = 4$ ) or sorted T<sub>reg</sub> cells from 6-week-old wild-type mice (ER<sup>Cre</sup>; T<sub>con</sub> + WT T<sub>reg</sub>,  $n = 4$ ) or Zfp335 knock-out mice (ER<sup>Cre</sup>Zfp335<sup>fl/fl</sup>; T<sub>con</sub> + KO T<sub>reg</sub>,  $n = 4$ ). (A-D) Representative FACS plots of IFN- $\gamma$  (A) and IL-17 (C) expression in CD4<sup>+</sup> T cells from LN. Statistical frequencies of IFN- $\gamma$ <sup>+</sup> (B) and IL-17<sup>+</sup> (D) cells in CD4<sup>+</sup> T cells from LN. (E-H) Representative FACS plots of IFN- $\gamma$  (E) and IL-17 (G) expression in CD4<sup>+</sup> T cells from mLN. Statistical frequencies of IFN- $\gamma$ <sup>+</sup> (F) and IL-17<sup>+</sup> (H) cells in CD4<sup>+</sup> T cells from mLN. Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test; \*\* $P \leq 0.01$ , \*\*\*\* $P \leq 0.0001$ .

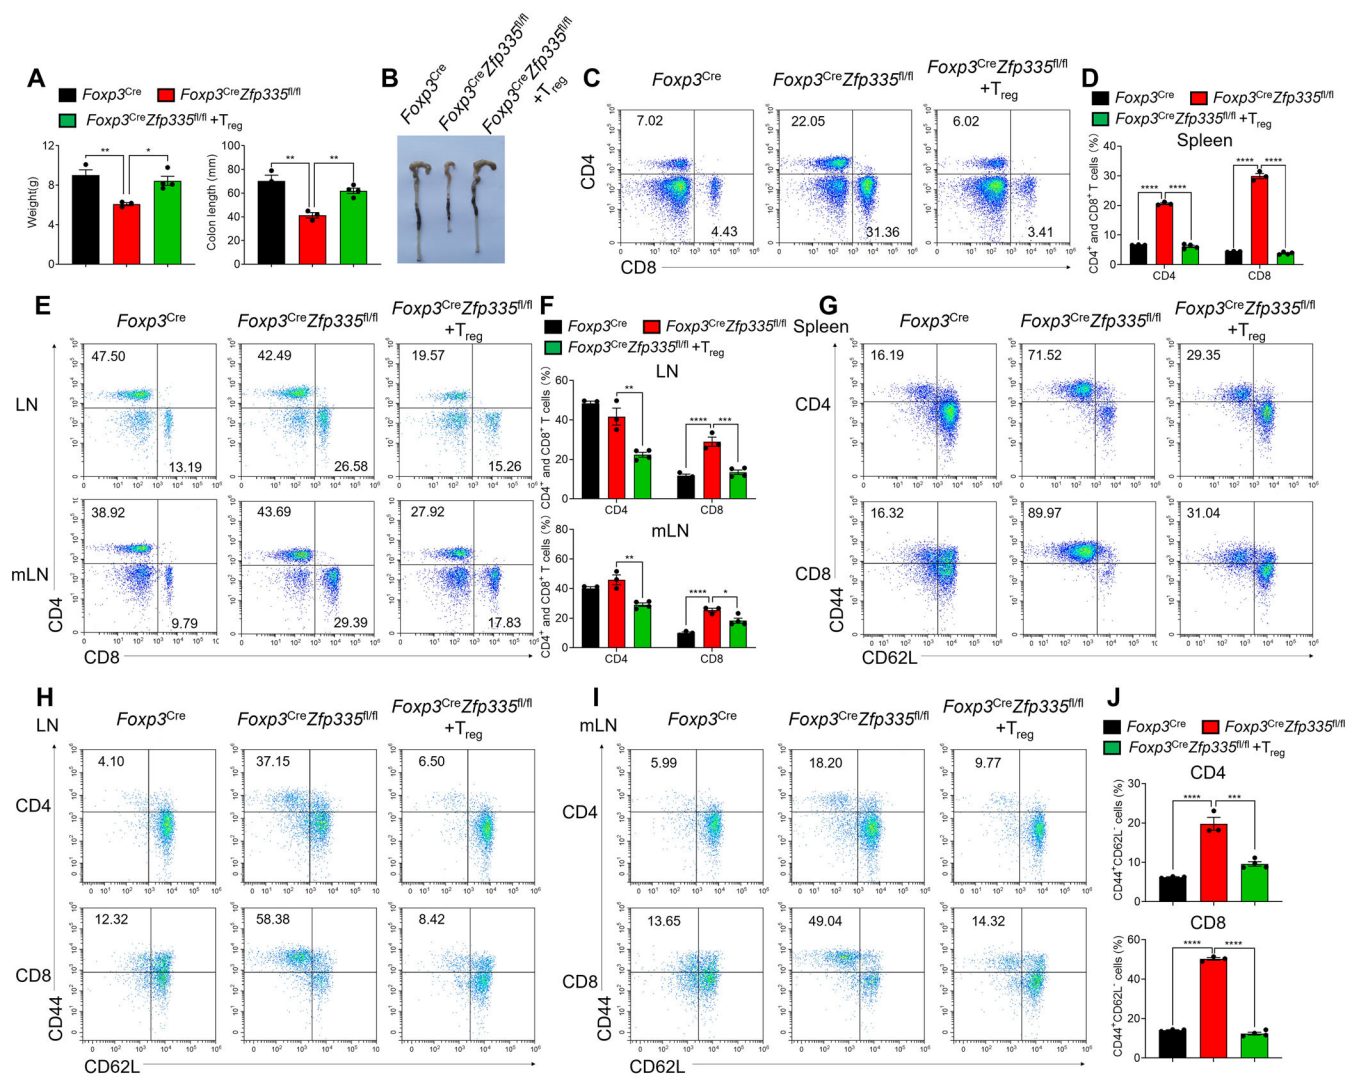

**Supplemental Figure 14. Compromised immunosuppressive ability of Zfp335-deficient  $T_{reg}$  cells.** (A) Body weight (Left) and Colon length (Right) of WT ( $n = 3$ ), KO ( $n = 3$ ) and KO mice transferred with WT (CD45.1 $^{+}$ )  $T_{reg}$  cells (KO+ $T_{reg}$ ) at 3-week-old ( $n = 4$ ). (B) Representative images of colons from WT, KO and KO+  $T_{reg}$  mice. (C) Representative FACS plots of CD4 and CD8 expression in splenocytes from WT, KO and KO+  $T_{reg}$  mice. (D) Statistical frequencies of splenic CD4 $^{+}$  and CD8 $^{+}$  T cells ( $n = 3-4$ ). (E) Representative FACS plots of CD4 and CD8 expression in LN and mLN from WT, KO and KO+ $T_{reg}$  mice. (F) Statistical frequencies of CD4 $^{+}$  and CD8 $^{+}$  T cells in LN (Up) and mLN (Down) ( $n = 3-4$ ). (G-I) Representative FACS plots of CD44 and CD62L expression in CD4 $^{+}$  and CD8 $^{+}$  T cells from the spleen (G), LN (H) and mLN (I) of WT, KO and KO+ $T_{reg}$  mice. (J) Statistical frequencies of CD44 $^{+}$ CD62L $^{-}$  cells in CD4 $^{+}$  T cells from mLN of WT, KO and KO+ $T_{reg}$  mice ( $n = 3-4$ ). Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test; \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

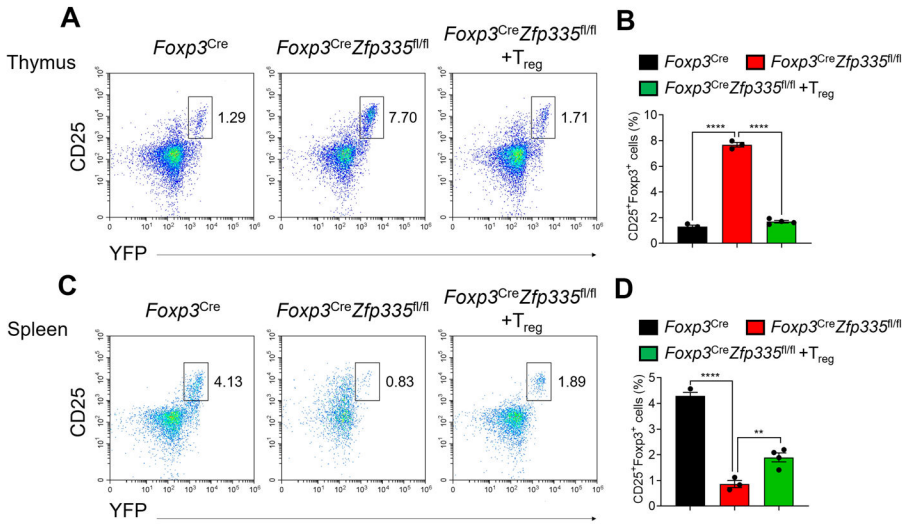

**Supplemental Figure 15. Restoration of Zfp335-deficient T<sub>reg</sub> cells in the presence of WT T<sub>reg</sub> cells.** (A) Representative FACS plots of CD25 and YFP expression among CD4<sup>+</sup>CD8<sup>-</sup> thymocytes from WT, KO and KO+T<sub>reg</sub> mice. (B) Statistical frequencies of CD25<sup>+</sup>YFP<sup>+</sup> cells ( $n = 3-4$ ). (C) Representative FACS plots of CD25 and YFP expression in splenic CD4<sup>+</sup> T cells from WT, KO and KO+T<sub>reg</sub> mice. (D) Statistical frequencies of CD25<sup>+</sup>YFP<sup>+</sup> cells ( $n = 3-4$ ). Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test; \*\* $P \leq 0.01$ , \*\*\*\* $P \leq 0.0001$ .

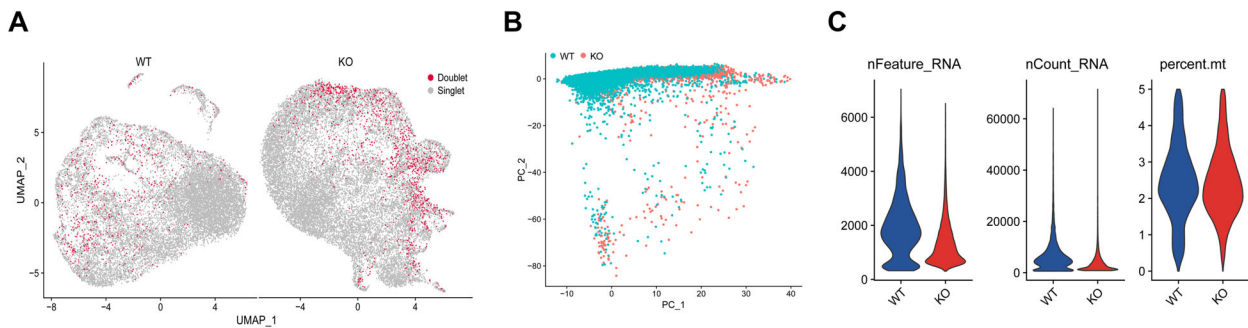

**Supplemental Figure 16. Quality control and normalization of scRNA-seq data.** (A) UMAP projections of doublets in WT mice (Left) and KO mice (Right). (B) PCA plot of high-quality  $T_{reg}$  cells showing no batch effect between WT and KO mice, colors coded by groups. (C) Violin plots showing the data quality after filtering out the cells with poor quality.

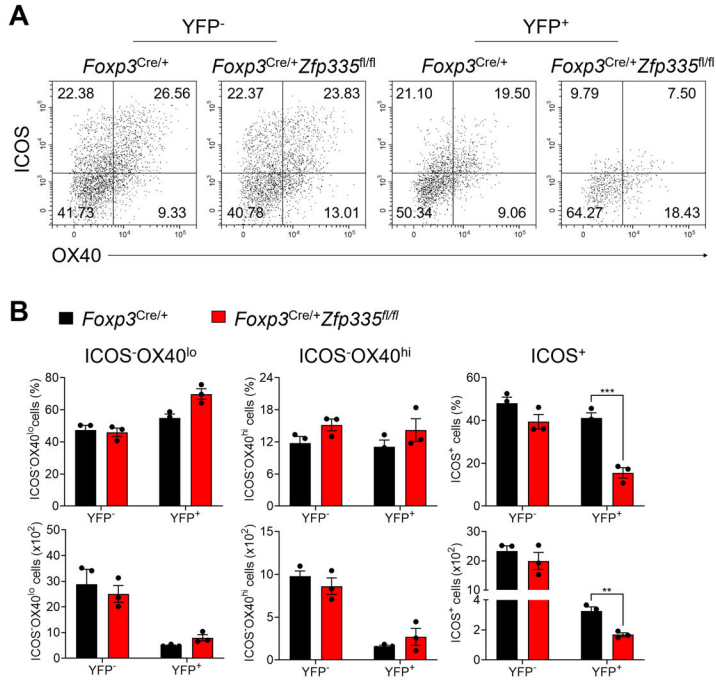

**Supplemental Figure 17. Effect of *Zfp335* deletion on T<sub>reg</sub> subsets in control and heterozygous *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice. (A)** Representative FACS plots of ICOS and OX40 expression in T<sub>reg</sub> cells from *Foxp3*<sup>Cre/+</sup> and *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice. **(B)** Statistical frequencies (Up) and number (Down) of ICOS<sup>+</sup>OX40<sup>lo</sup>, ICOS<sup>+</sup>OX40<sup>hi</sup> and ICOS<sup>+</sup> cells for **(A)** (*n* = 3). Data are representative of two independent experiments shown as the mean ± s.e.m. Statistical analysis is depicted as two-sided, unpaired *t* test; \*\**P* ≤ 0.01, \*\*\**P* ≤ 0.001.

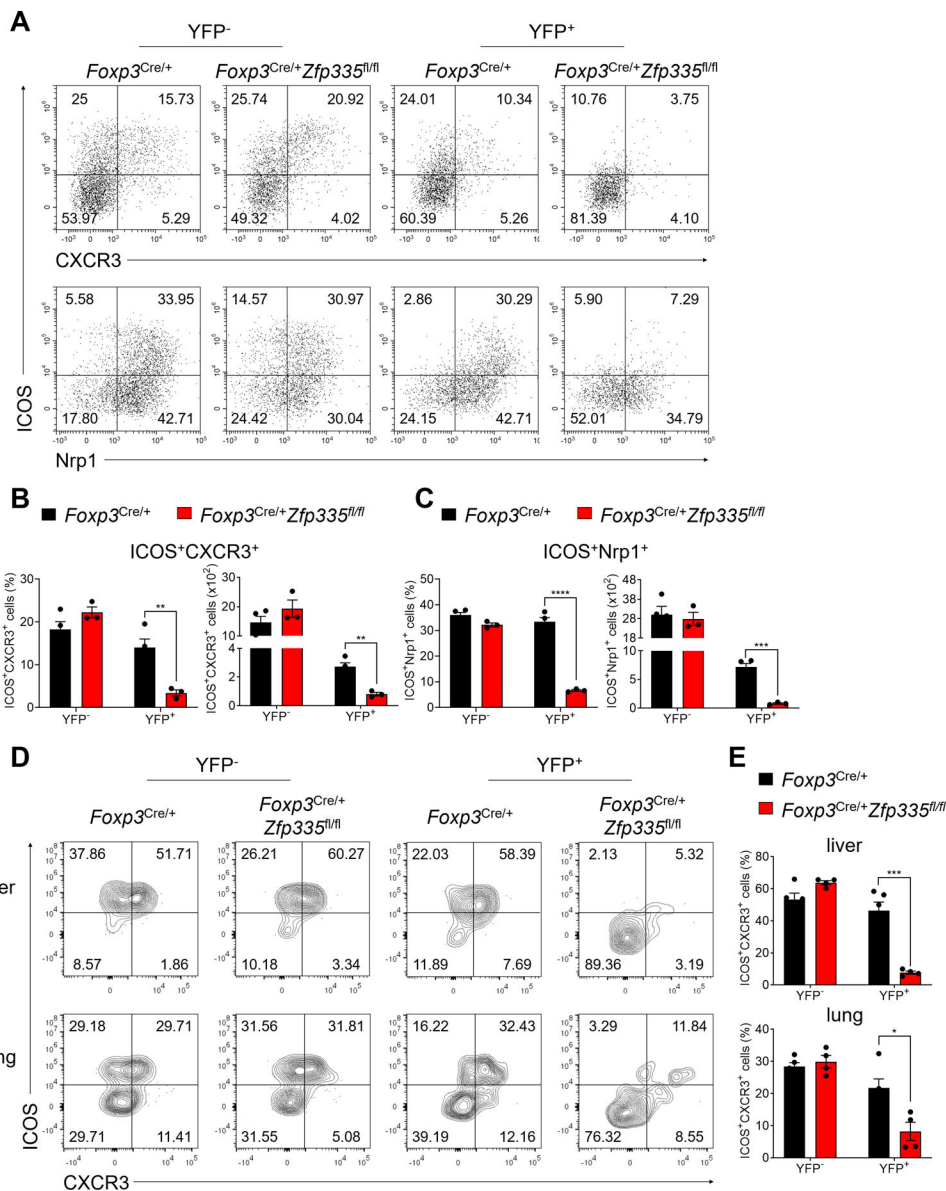

**Supplemental Figure 18. Zfp335 deletion leads to reduced eT<sub>reg</sub> cells in control and heterozygous *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice. (A)** Representative FACS plots of ICOS, CXCR3 and Nrp1 expression in T<sub>reg</sub> cells from *Foxp3*<sup>Cre/+</sup> and *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice. **(B)** Statistical frequencies of ICOS<sup>+</sup>CXCR3<sup>+</sup> cells for **(A)** (*n* = 3~4). **(C)** Statistical frequencies of ICOS<sup>+</sup>Nrp1<sup>+</sup> cells for **(A)** (*n* = 3~4). **(D)** Representative FACS plots of ICOS and CXCR3 expression in T<sub>reg</sub> cells from liver and lung of *Foxp3*<sup>Cre/+</sup> and *Foxp3*<sup>Cre/+</sup>*Zfp335*<sup>fl/fl</sup> female mice. **(E)** Statistical frequencies of ICOS<sup>+</sup>CXCR3<sup>+</sup> cells for **(D)** (*n* = 4~5). Data are representative of two independent experiments shown as the mean ± s.e.m. Statistical analysis is depicted as two-sided, unpaired *t* test; \**P* ≤ 0.05, \*\**P* ≤ 0.01, \*\*\**P* ≤ 0.001, \*\*\*\**P* ≤ 0.0001.

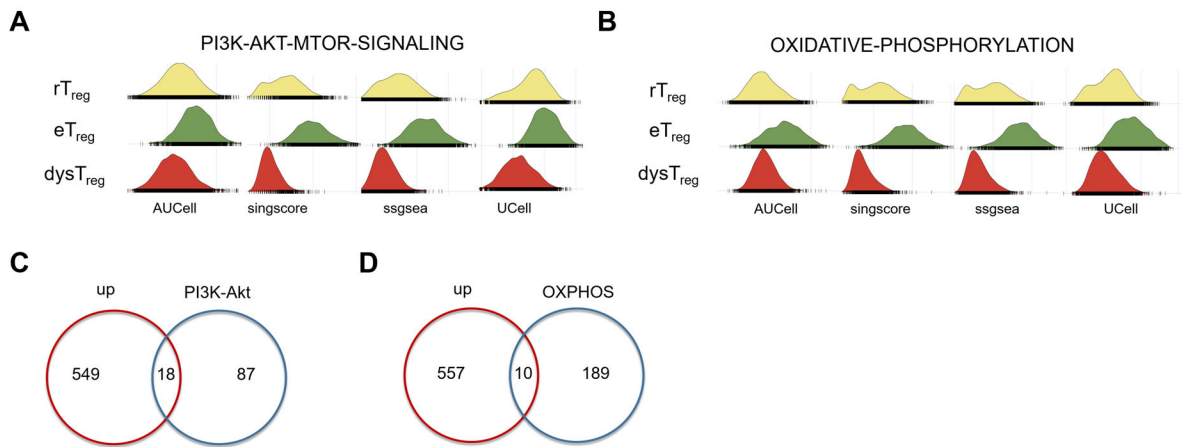

**Supplemental Figure 19. Identification of genes associated with metabolism pathways.** (A) Ridgeplots showing the PI3K-AKT-MTOR-SIGNALING scores in  $rT_{reg}$ ,  $dyst_{reg}$  and  $eT_{reg}$  based on AUCell, singscore, ssgsea and Ucell methods. (B) Ridgeplots showing the OXIDATIVE-PHOSPHORYLATION scores in  $rT_{reg}$ ,  $dyst_{reg}$  and  $eT_{reg}$  based on AUCell, singscore, ssgsea and Ucell methods. (C) Venn diagram shows the genes shared between upregulated genes ( $eT_{reg}$  vs  $dyst_{reg}$ ) and genes in PI3K-AKT-MTOR-SIGNALING set. (D) Venn diagram shows the genes shared between upregulated genes ( $eT_{reg}$  vs  $dyst_{reg}$ ) and genes in OXIDATIVE-PHOSPHORYLATION set.

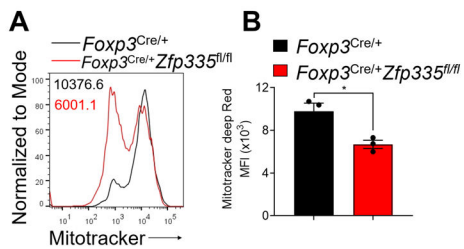

**Supplemental Figure 20. Mitotracker mass of  $T_{reg}$  cells from control and heterozygous *Foxp3<sup>Cre/+</sup>Zfp335<sup>fl/fl</sup>* female mice. (A)** Representative FACS plots of Mitotracker deep Red staining in *Foxp3<sup>Cre/+</sup>* and *Foxp3<sup>Cre/+</sup>Zfp335<sup>fl/fl</sup>*  $T_{reg}$  cells activated with anti-mCD3/CD28 Abs and IL-2 for 3 days. **(B)** The statistics of Mitotracker deep Red MFI in **(A)** ( $n = 3$ ). Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired t-tests;  $*P \leq 0.05$ .

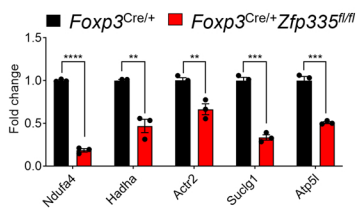

**Supplemental Figure 21. Expression of overlapping genes in T<sub>reg</sub> cells of control and heterozygous *Foxp3*<sup>Cre/+</sup> *Zfp335*<sup>fl/fl</sup> female mice.** The relative changes of mRNA expression of overlapping genes in CD4<sup>+</sup>CD25<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells from *Foxp3*<sup>Cre/+</sup> and *Foxp3*<sup>Cre/+</sup> *Zfp335*<sup>fl/fl</sup> female mice ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test; \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

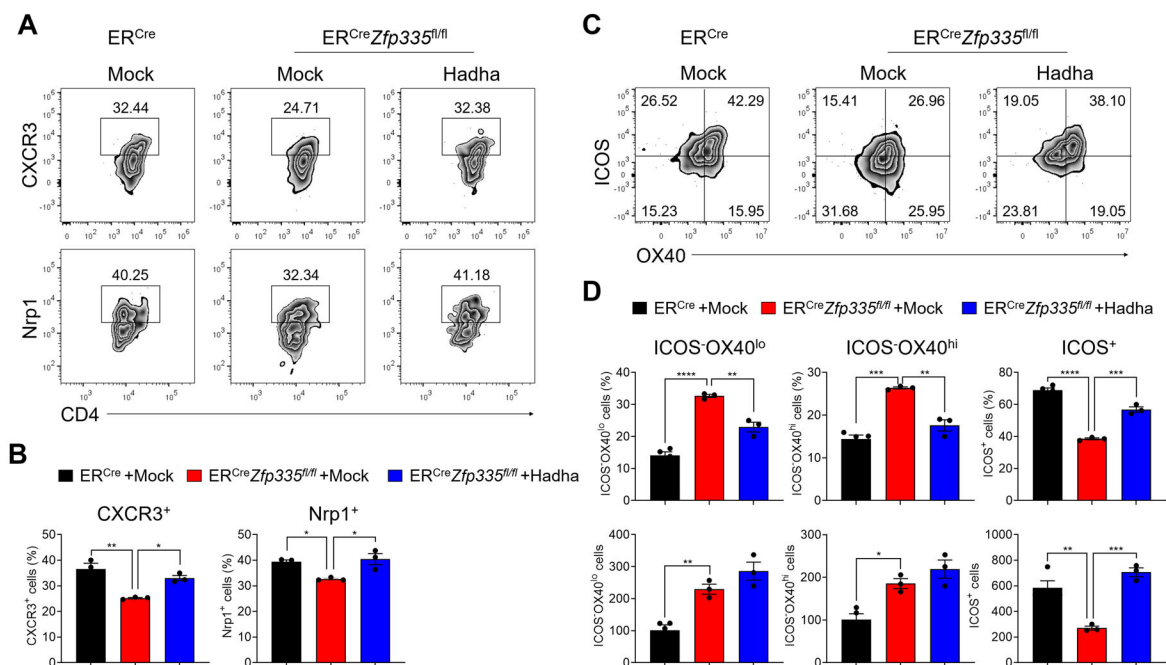

**Supplemental Figure 22. Effects of Hadha overexpression on T<sub>reg</sub> subsets.** (A) Representative FACS plots of CXCR3 and Nrp1 expression in T<sub>reg</sub> cells transfected with Mock and *Hadha*. (B) Statistical frequencies of CXCR3<sup>+</sup> and Nrp1<sup>+</sup> T<sub>reg</sub> cells in different groups for (A) ( $n = 3$ ). (C) Representative FACS plots of ICOS and OX40 expression in T<sub>reg</sub> cells transfected with Mock and *Hadha*. (D) Statistical frequencies of ICOS-OX40<sup>lo</sup>, ICOS-OX40<sup>hi</sup> and ICOS<sup>+</sup> T<sub>reg</sub> cells in different groups for (C) ( $n = 3-4$ ). Data are representative of two independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test; \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

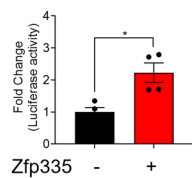

**Supplemental Figure 23. Validation of Zfp335 and *Hadha* binding.** Luciferase activity in 293T cell lysate following transfection of the Luci\_Hadha\_promoter with Mock or Zfp335 expression vector ( $n = 4$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test;  $*P \leq 0.05$ .

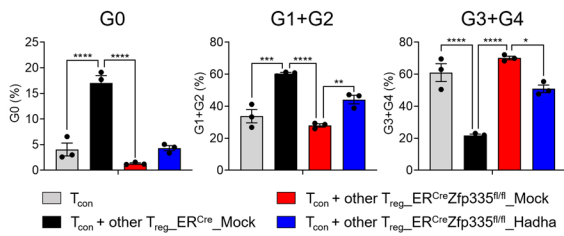

**Supplemental Figure 24. Effect of Zfp335 deletion on the suppressive function of other Treg cells.** Statistical frequencies of each cell division of Tcon cells in the presence of WT other Treg cells transfected with Mock and KO other Treg cells transfected with Mock or Hadha ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test;  $*P \leq 0.05$ ,  $**P \leq 0.01$ ,  $***P \leq 0.001$ ,  $****P \leq 0.0001$ .

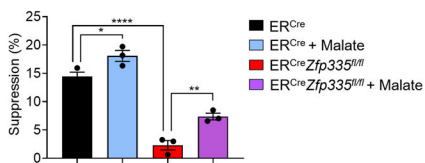

**Supplemental Figure 25. Effects of malate treatment on T<sub>reg</sub> function.** Percentage of suppression by T<sub>reg</sub> cells from ER<sup>Cre</sup> and ER<sup>Cre</sup>Zfp335<sup>fl/fl</sup> mice with or without malate treatment (*n* = 3). Data are representative of two independent experiments shown as the mean ± s.e.m. Statistical analysis is depicted as 1-way ANOVA with Tukey's multiple-comparison test; \**P* ≤ 0.05, \*\**P* ≤ 0.01, \*\*\*\**P* ≤ 0.0001.

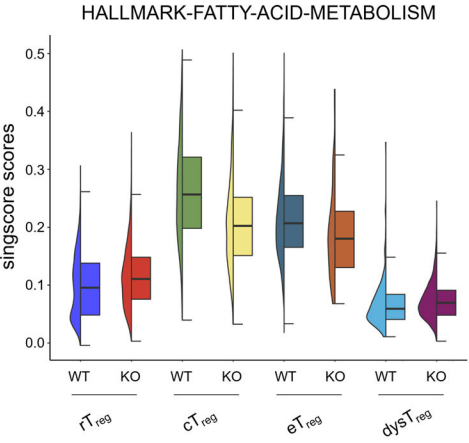

**Supplemental Figure 26. Half violin plot of fatty acid metabolism pathway.** Half violin plot showing FATTY-ACID-METABOLISM pathway score in different  $T_{reg}$  subsets based on singscore method.

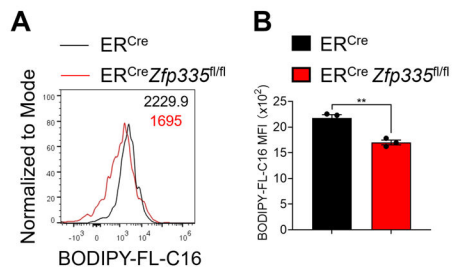

**Supplemental Figure 27. Fatty acid uptake of  $Zfp335$ -deficient  $ICOS^+ eT_{reg}$  cells. (A)** Fatty acid uptake was examined by BODIPY-FL-C16 and representative FACS plots of BODIPY-FL-C16 incorporation in  $ICOS^+ T_{reg}$  cells from  $ER^{Cre}$  and  $ER^{Cre}Zfp335^{fl/fl}$  mice. **(B)** MFI of BODIPY-FL-C16 in  $ICOS^+ T_{reg}$  cells from  $ER^{Cre}$  and  $ER^{Cre}Zfp335^{fl/fl}$  mice ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test;  $**P \leq 0.01$ .

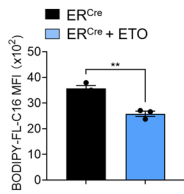

**Supplemental Figure 28. Fatty acid uptake of 40  $\mu$ M etomoxir-treated T<sub>reg</sub> cells.** Fatty acid uptake was examined by BODIPY-FL-C16 and MFI of BODIPY-FL-C16 in T<sub>reg</sub> cells after 40  $\mu$ M etomoxir treatment ( $n = 3$ ). Data are representative of three independent experiments shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as two-sided, unpaired  $t$  test;  $**P \leq 0.01$ .

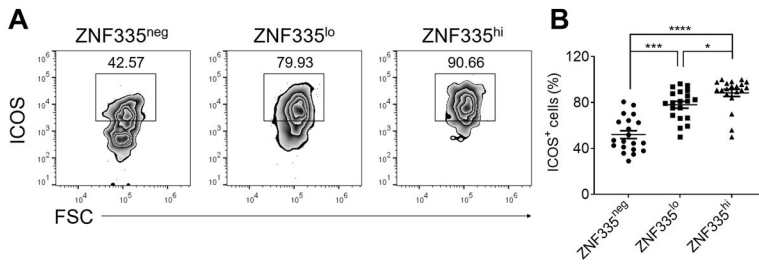

**Supplemental Figure 29. Correlative analysis between ZNF335 expression and ICOS<sup>+</sup> T<sub>reg</sub> cells.** (A) Representative FACS plots of ICOS<sup>+</sup> T<sub>reg</sub> cells in ZNF335<sup>neg</sup>, ZNF335<sup>lo</sup> and ZNF335<sup>hi</sup> T<sub>reg</sub> cells of HD. (B) Statistical frequencies of ICOS<sup>+</sup> T<sub>reg</sub> cells for (A) (n = 20). Data are shown as the mean ± s.e.m. Statistical analysis is depicted as Kruskal-Wallis test with two-stage step-up procedure of Benjamini, Krieger and Yekutieli multiple-comparison test; \* $P \leq 0.05$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

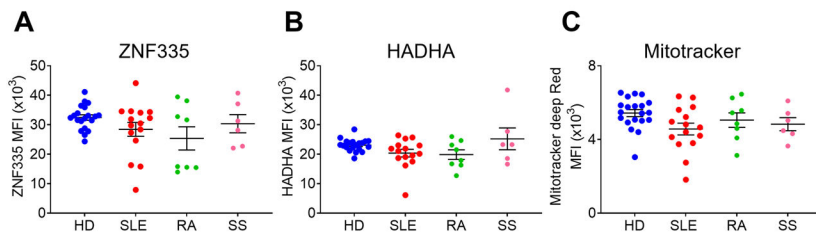

**Supplemental Figure 30. The expression of ZNF335, HADHA and Mitotracker in CD4<sup>+</sup> T<sub>con</sub> cells upon TCR and IL-2 stimulation.** MFI of ZNF335 (A), HADHA (B) and Mitotracker deep Red (C) in HD ( $n = 20$ ) and patients with SLE ( $n = 15$ ), RA ( $n = 8$ ) and SS ( $n = 6$ ). Data are shown as the mean  $\pm$  s.e.m. Statistical analysis is depicted as Kruskal-Wallis test with two-stage step-up procedure of Benjamini, Krieger and Yekutieli multiple-comparison test.

How the deposited data were processed for this re-analysis (not part of the article)

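Bulk RNA-seq of Tregs from tamoxifen-treated ERCre and ERCre Zfp335fl/fl mice was analysed, with 3 libraries in each of 2 groups. The condition and the replicate number of each library were taken from the sample labels and from the methods and Fig. 6B of the paper. The labels and the paper describe the control mice differently, as wild-type littermates and as tamoxifen-treated ERCre mice; the paper's description was used. The authors deposited raw counts per gene symbol for the 6 libraries in a table of 32285 rows, of which 40 repeat a symbol. The paper's text does not state how these counts were made; the supplemental methods describe read filtering, alignment to mm10 and quantification for the bulk RNA-seq of Foxp3Cre mice. For a repeated symbol, the row with the most counts kept the name and the others were given a suffix.

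The depth was between 133283969 and 209041812 counts per library. Counting error was not derived from the totals, because replicate libraries varied more at low counts than single counts would give. All analyses were run in R 4.3.3. The main test was the quasi-likelihood F-test of edgeR 4.0.16 with robust dispersion estimates and TMM scaling, on the 17307 genes kept by edgeR's filterByExpr function, with Benjamini-Hochberg adjustment. The newer quasi-likelihood method of edgeR was used, and the legacy method, which is the default setting of this version, was an alternative. Standard errors of log2 fold changes were derived from the F statistic. Differential genes were called with the cutoffs of the supplemental methods: at least 1.5-fold, P under 0.05 and adjusted P under 0.1. Single genes were called at an adjusted p under 0.05. CPM were computed from the TMM-scaled library sizes, and z scores and permutation tests used log2 CPM with a prior count of 2.

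The 5 genes of Fig. 6B were tested as a set with the fry function of limma 3.58.1. A further 15 gene sets, from the paper's supplemental tables and figures and from lists of known genes, were tested with limma's camera function at an inter-gene correlation of 0.01. P values were adjusted over all 16 sets. Directions were also set against the paper's Supplemental Table 1. The genes named in the text by a rule were Zfp335, the 5 genes of Fig. 6B, the Treg, Th and eTreg genes and earlier targets that the paper names, and the 5 genes with the largest increase and the 5 with the largest decrease among differential genes with an average log2 CPM of at least 1 and no overlap between groups. Outside this rule, the text names the 4 Y-linked genes of the list used to test for male RNA, Csf1r from the lists of marker genes of other cells, and genes that overlap a named gene. Gene positions, transcript lengths and GC content come from the GENCODE annotation of GRCm38, which is the build called mm10 in the paper. Shared sequence was measured as the share of a gene's 50-base transcript stretches found on either strand in transcripts of other genes.

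Alternatives were other scalings, DESeq2 1.42.0, limma-voom, other filters on low counts, the replicate number as a block, leaving out each library, leaving out mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, and removing the trend of log2 fold changes on transcript length. Replicate numbers come from the labels; the libraries are not stated to be paired. The tests were also tested on simulated data, in which counts were drawn with known changes in a set of genes. No sample and no column of the table was left out. The single-cell RNA-seq, ChIP-seq, cytometry, quantitative PCR and human data of the paper are not analysed here.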

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

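The tests of male and female RNA, of X chromosome silencing and of the p53 targets in other splits of the libraries were chosen only after the result was seen. Xist, 1700028J19Rik, Phlda3, Psrc1 and Magi1 were higher in each of the 3 KO libraries than in each WT library and are not discussed in the paper's text, although its supplemental tables list Xist, Phlda3 and Psrc1 among genes that differ in Foxp3Cre mice.

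Xist had a log2 fold change of 9.03 (standard error 0.125, adjusted p = 1.2e-13 from edgeR's quasi-likelihood test), from 0.272 to 134.6 CPM. Xist is made from the inactive X chromosome of female cells, which makes the sex of the mice a candidate explanation for part of the differences between the groups. Yet Y-linked RNA was present in all 6 libraries. Of 4 Y-linked genes, 3 were lower in KO at an adjusted p under 0.05, with log2 fold changes of -0.38 for Ddx3y, -0.28 for Kdm5d and -0.54 for Uty, and Eif2s3y was not (log2 fold change 0.011). RNA of male and female mice in each KO library may explain this, but the unequal changes of the Y-linked genes leave the test undecided. If Xist were made in male cells and silenced their X chromosome, X-linked genes would fall; the median log2 fold change of chromosome X minus that of the autosomes was only -0.018. Whether the mice of the 2 groups differed in sex remains open. Because Xist separated the KO from the WT libraries, any effect of sex could not be told apart from that of genotype. Without genes on chromosomes X and Y, an alternative chosen after the data were seen, 1174 differential genes were called, of which 1173 were among the 1203. Leaving out these genes keeps the counts of all other genes as they were. It therefore cannot show whether sex altered genes on other chromosomes.

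Genes that p53 activates were higher in KO. The 17 p53 targets tested had a median log2 fold change of 0.48 (camera, adjusted p = 3.37e-21, from 2.72e-22 to 0.007 over 10 alternatives), and 13 of them were higher and 1 was lower in KO at an adjusted p under 0.05. Phlda3, which is in this list, had a log2 fold change of 2.36 (standard error 0.083, edgeR adjusted p = 5.24e-10) and rose from 2.55 ± 0.181 to 13.1 ± 0.305 CPM. The other genes that the rule for named genes chose for their increase were 1700028J19Rik with a log2 fold change of 2.96 (standard error 0.182), Psrc1 with 2.18 (standard error 0.077) and Magi1 with 1.73 (standard error 0.083). That rule ranks genes by fold change, so it passes over more abundant genes with smaller increases. None of the other 3 splits of the libraries that part all 3 same-numbered pairs gave the p53 targets as small a p; their lowest unadjusted p was 0.000277, against 2.11e-22. The lowest among all other splits was 0.000116. DNA breaks made by Cre activity in KO only are a candidate explanation only if the controls lacked Cre, as the labels read. It does not apply if the controls were ERCre mice treated with tamoxifen, as the paper describes them. The median of 0.48 does not test it apart from the change itself, and no other explanation, loss of Zfp335 included, was tested.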

How the results depend on the processing

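The alternatives were set before the data were examined, except counts divided by 4, the GC adjustment, the TPM-type scaling, the block together with the length adjustment the estimated correlation for the 5 genes of Fig. 6B and the removal of X and Y genes, which were chosen after the data were seen. Zfp335, Ndufa4, Hadha and Suclg1 stayed lower in KO at an adjusted p under 0.05 under each alternative run for them, with log2 fold changes from -3.05 to -3.00, from -0.75 to -0.63, from -0.46 to -0.40 and from -0.63 to -0.54. Atp5l stayed negative and above that threshold under its 22 alternatives, from -0.11 to -0.0026. Actr2 was lower under all 22 alternatives but lost its call in 4 of them: 3 of the 6 fits that each left out 1 library, and the removal of the GC trend, at -0.077. The 6 fits ranged from -0.14 to -0.11. Its adjusted p was between 0.0013 and 0.105 over the 22 alternatives. The cause was not tested.

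With the replicate number as a block, the log2 fold change of Hadha was -0.42 and 1163 differential genes were called. Deviations of same-numbered libraries from their group means had a mean correlation of 0.056 across genes, so the numbers were not taken as pairs.

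Differential genes numbered 1203 (446 higher and 757 lower in KO), from 984 to 1423 across the 6 fits that each left out 1 library. At an adjusted P under 0.05 with no fold-change cutoff there were 4170, with 2082 higher and 2088 lower. With limma-voom and quantile normalization, 587 were higher and 641 lower, so that 52.2% of the differential genes were lower, against 62.9%. The edgeR legacy method called 1028 genes, of which 1021 were among the 1203. Counts divided by 4 gave 974 genes, 945 of them shared. The true depth in fragments is not known, which limits calls in weakly expressed genes.

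Gene sets depended most on the test. With the correlation between genes estimated from the data, 6 sets were no longer past the threshold. These were genes lower in KO eTregs (difference of medians -0.049), genes lower in KO rTregs (-0.088), genes higher in Foxp3Cre KO Tregs (-0.071), eTreg markers (-0.085), interferon-stimulated genes (-0.27) and cell cycle genes (-0.34). The 5 genes of Fig. 6B were also no longer past it (mean -0.38, adjusted p = 0.0862, from 8.04e-07 to 0.0862 over 9 alternatives), although they were under the other 8. The p53 targets stayed past it under their 10 alternatives. With fry, 3 sets passed that did not with camera on all 6 libraries: rTreg markers (median 0.018), dysTreg markers (0.0014) and fatty acid oxidation genes (8e-04). The direction that fry gave was up for the rTreg markers and the fatty acid oxidation genes. For the dysTreg markers it was down, despite their median. In the fits that each left out 1 library, rTreg markers ranged from 0.013 to 0.033 and passed without KO replicate 1 and without KO replicate 2, and dysTreg markers ranged from -0.020 to 0.024 and passed without KO replicate 2. The camera direction of the dysTreg markers in that fit was also down, although their difference of medians was 0.014. The Th1, Th2 and Th17 signature went from 0.0083 to 0.11 and its camera direction reversed in 3 of the 6 fits (0.087 without WT replicate 3, 0.113 without KO replicate 2 and 0.044 without KO replicate 3). The share of genes that changed in the direction of the paper's Supplemental Table 1 moved from 42.2% to 30.1% among genes past the cutoffs in both.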

Differences from the paper's values

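The paper's text gives no numbers for the 5 genes in these mice. Fig. 6B shows z scores as colors.

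The text presents Atp5l as lower in the ERCre Zfp335fl/fl mice, and Fig. 6B shows it lower in each of their libraries than in each ERCre library. Here the log2 fold change of Atp5l was -0.067 (edgeR adjusted p = 0.458), and WT replicate 1 had 24.6 CPM against 25.1, 24.8 and 25.1 CPM in the KO libraries. The mean z score of Atp5l in WT was 0.411 (SD 1.41), against about 0.85 in Fig. 6B, read by eye. The z score of the lowest WT library minus that of the highest KO library was -0.36 with TMM, -0.38 with RLE factors, -0.058 with upper-quartile factors, -0.025 with library size only, and -0.086 with TPM-type scaling, which was chosen after the values were seen. Of the settings for which z scores were computed, only without WT replicate 1 were the remaining WT libraries above the KO libraries, by 0.326 in z score, and the log2 fold change was then -0.11 (edgeR adjusted p = 0.145, from 0.145 to 0.982 over the 22 alternatives). None of the alternatives called Atp5l lower in KO at an adjusted p under 0.05.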

Other observations

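The tests of GC content, of shared reads, of the size of the shifts between scalings, of splits of the libraries for gene sets, of 1 RNA sample behind the KO libraries and of several counts per fragment were chosen only after the results were seen.

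Several technical explanations were tested for the lower counts of the 5 genes of Fig. 6B. Log2 fold changes hardly followed transcript length (Spearman correlation across the 17082 genes used for the trend -0.020, and 0.0139 across the 10994 of them with an average log2 CPM of at least 1), and the mean of the 5 genes stayed at -0.38 with this trend removed. For GC content these correlations were 0.0864 and 0.149. With the GC trend removed the mean was -0.35. Hadha (-0.42), Suclg1 (-0.58) and Ndufa4 (-0.66) hardly moved, with edgeR adjusted p values of at most 3.625e-06. These values argue against GC content bias as the cause of the decreases in Hadha, Suclg1 and Ndufa4. Actr2 lost its call (-0.077, adjusted p = 0.105, from 0.0013 to 0.105 over its 22 alternatives) and Atp5l was at -0.020. For Actr2 and Atp5l, GC content bias was not ruled out. The highest log2 fold change of any of the 5 genes under any scaling was -0.058, and the scalings shifted these genes by at most 0.039. Across the scalings Hadha stayed between -0.46 and -0.42, Ndufa4 between -0.72 and -0.69 and Suclg1 between -0.62 and -0.59. These values argue against the choice among these scalings as the cause for Hadha, Ndufa4 and Suclg1. An error shared by all scalings was not tested, and for Actr2 and Atp5l normalization stays open. The 4 genes called lower share at most 0.5% of their 50-base stretches with other genes. Of the 4 splits of the libraries that part all 3 same-numbered pairs, only 1, the real one, gave a mean as large, and 3 libraries against 3 cannot make this share small. The other 6 of the 10 splits part only 1 pair, and their means were between -0.11 and 0.19. Whether a difference in sex or cell content lowers these genes was not tested.

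Only 1 of those 4 splits, the real one, gave as many as 1203 differential genes; the others gave 0 or 1 gene, and between 131 and 222 genes without the adjusted P cutoff. The 6 splits that part only 1 pair gave 0 genes, and between 128 and 290 without that cutoff. Library sizes overlapped, since the highest WT total was 1.04 times the lowest KO total.

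RNA of marker genes of other cells differed between the groups. Of 21 marker genes of B, myeloid, CD8 T, NK and red cells, 14 were lower in KO and 0 were higher at an adjusted p under 0.05 (14 and 1 at an unadjusted p under 0.05, the higher one being Csf1r, which is named after its values were seen). The median log2 fold change was -1.50 for B cell genes, -1.10 for myeloid genes and -4.47 for haemoglobin genes. It was -0.079 for CD8 T cell genes and -0.31 for NK cell genes, and 0 of these 5 genes passed, also without adjustment. The 5 largest decreases among differential genes chosen by the rule for named genes were Col6a4 (-5.01), Ngp (-4.70), Hbb-bs (-4.50), Hba-a1 (-4.45) and S100a9 (-4.32). Hba-a1 fell from 21.9 ± 2.45 to 0.999 ± 0.121 CPM. A candidate explanation is that the WT cells were sorted or lysed less cleanly; 14 of 21 genes in the same direction fits RNA from other cells, and no biological explanation was tested. S100a8 and S100a9, which the paper names for dysTregs, are also genes of myeloid cells, and their log2 fold changes of -3.87 and -4.32 belong to this pattern.

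Gene sets need care in these data. In the real grouping 8 of 16 sets had an adjusted p under 0.05, but 2 of the 4 comparable splits gave as many, because WT replicate 1 with KO replicates 2 and 3 against the rest gave 9. The 6 splits that part only 1 pair gave from 1 to 8 sets. Over all other splits, 3 of the 8 sets had a smaller unadjusted p in another split than in the real one: genes lower in KO eTregs (6.03e-06 against 0.000164), genes higher in Foxp3Cre KO Tregs (0.000725 against 0.00597) and cell cycle genes (1.13e-09 against 5.65e-07). The other 5 sets, with the eTreg markers among them (1.3e-05 against 1.55e-09), did not. The eTreg markers had a median log2 fold change of -0.088, and 72.3% of them were lower in KO. Respiratory chain and ATP synthase genes were not shifted (median -0.011, camera adjusted p = 0.574). Fatty acid oxidation genes (median 8e-04) did not pass with camera (adjusted p = 0.165) but did with fry (adjusted p = 0.00641, from 0.00641 to 0.326 over 10 alternatives). The direction of the fatty acid oxidation genes was up with both camera and fry, although 50% of them were lower in KO. Of the eTreg genes the paper names, S100a6 (log2 fold change -0.93), S100a4 (-0.77), Cxcr3 (-0.49), Klrg1 (-0.29) and Icos (-0.21) were lower in KO at an adjusted p under 0.05, while Ctla4 (0.65), Il10 (0.93) and Tnfrsf18 (0.12) were higher. Nrp1 (-0.0091), Ikzf4 (0.039), Cd44 (-0.14) and Tgfb1 (0.0079) did not pass. Foxp3 was lower (-0.11, edgeR adjusted p = 0.0163).

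Most genes moved against the paper's Supplemental Table 1, which lists differential genes of 2-week-old Foxp3Cre mice. Of 2851 listed genes tested here, 1204 (42.2%) changed in the same direction, and genes are not independent replicates. Removing the GC trend moved this share from 42.1% to 43.3% of 2834 genes, but it shifted log2 fold changes by a median of only 0.018 and changed the direction of 115 genes, so GC content bias was not ruled out. Inflammation in those mice is the paper's explanation for their changes, and it was not tested here.

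The 3 KO libraries were alike, with a coefficient of variation between 2.03% and 2.86% in highly expressed genes, against 3.2% to 6.1% between WT libraries. They could be 1 RNA sample made into 3 libraries. The variance over the mean was at least 1.95 times higher at high than at low counts in each KO pair, which is more than sampling gives, but noise of library preparation would do the same, so the test is undecided. The rarity of counts of 1 and 2 may mean that 1 sequenced fragment adds several counts, since the variance over the mean at low counts was at least 5.18 in each replicate pair.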
